# Temporal gene expression profiling reveals CEBPD as a candidate regulator of brain disease in prosaposin deficient mice

**DOI:** 10.1186/1471-2202-9-76

**Published:** 2008-08-01

**Authors:** Ying Sun, Li Jia, Michael T Williams, Matt Zamzow, Huimin Ran, Brian Quinn, Bruce J Aronow, Charles V Vorhees, David P Witte, Gregory A Grabowski

## Abstract

**Background:**

Prosaposin encodes, in tandem, four small acidic activator proteins (saposins) with specificities for glycosphingolipid (GSL) hydrolases in lysosomes. Extensive GSL storage occurs in various central nervous system regions in mammalian prosaposin deficiencies.

**Results:**

Our hypomorphic prosaposin deficient mouse, PS-NA, exhibited 45% WT levels of brain saposins and showed neuropathology that included neuronal GSL storage and Purkinje cell loss. Impairment of neuronal function was observed as early as 6 wks as demonstrated by the narrow bridges tests. Temporal transcriptome microarray analyses of brain tissues were conducted with mRNA from three prosaposin deficient mouse models: PS-NA, prosaposin null (PS-/-) and a V394L/V394L glucocerebrosidase mutation combined with PS-NA (4L/PS-NA). Gene expression alterations in cerebrum and cerebellum were detectable at birth preceding the neuronal deficits. Differentially expressed genes encompassed a broad spectrum of cellular functions. The number of down-regulated genes was constant, but up-regulated gene numbers increased with age. CCAAT/enhancer-binding protein delta (CEBPD) was the only up-regulated transcription factor in these two brain regions of all three models. Network analyses revealed that CEBPD has functional relationships with genes in transcription, pro-inflammation, cell death, binding, myelin and transport.

**Conclusion:**

These results show that: 1) Regionally specific gene expression abnormalities precede the brain histological and neuronal function changes, 2) Temporal gene expression profiles provide insights into the molecular mechanism during the GSL storage disease course, and 3) CEBPD is a candidate regulator of brain disease in prosaposin deficiency to participate in modulating disease acceleration or progression.

## Background

The physiological importance of prosaposin has been demonstrated by the genetic deficiencies of individual saposins or prosaposin that lead to various glycosphingolipid (GSL) storage diseases [1-4]. Saposin B deficiency leads to sulfatide accumulation and a metachromatic leukodystrophy-like disease [4] that is similar to the deficiency of arylsulfatase A, its cognate enzyme. Saposin C activates acid β-glucosidase and its deficiency leads to a Gaucher-like disease with an excess accumulation of glucosylceramide in cells [2]. Saposin A deficiency in mice results in a late onset, chronic form of globoid cell leukodystrophy [5], whereas deficiency of saposin D in mice causes a loss of Purkinje cells and urinary system defects [6]. The critical roles for saposins in GSL metabolism are highlighted by the extensive GSL storage in various central nervous system (CNS) regions in the human and mouse prosaposin deficiencies [1,3]. This deficiency leads to gross abnormalities in CNS degradation of lactosylceramide (LacCer), glucosylceramide (GC), sulfatide and galactosylceramide with consequent pathologic accumulation of these GSLs and gangliosides.

Targeted disruption of prosaposin in the mouse leads to a complex neurodegeneration with neuronal and microglial accumulation of GSLs, and demyelination [1]. The excesses of GSLs lead to neuronal losses with regional specificity and death by ~30 days [1]. Our hypomorphic prosaposin model PSKO-TG (PS-NA) containing a prosaposin transgene has 45% of saposin protein expression in brain, survives up to 220 days and has delayed onset of neuropathological changes and Purkinje cell loss compared to the null mouse [7]. Another mutant mouse, 4L/PS-NA, has the acid β-glucosidase V394L/V394L (4L) point mutation combined with hypomorphic expression of the prosaposin transgene (PS-NA) [8]. This mouse shows accumulation of GC in visceral organs and the CNS in excess of that in either 4L [9] or PS-NA mice. Similar to PS-NA mice, 4L/PS-NA mice develop a neurological phenotype and loss of Purkinje cells. Neuronal GSL storage and activated microglia/macrophage cells and astrocytes in CNS are common pathologies in all three models.

Here, the temporal course of the neuronal phenotypes was correlated with the molecular profile of disease progression in these prosaposin deficiency mouse models. Microarray analyses revealed the common transcription factors that underlie prosaposin pathology and their relationship to development of the neurological phenotype. The results provide insights into the molecular mechanisms and the potential for strategic interventions for this class of diseases, as well as other acquired CNS degenerative disorders that involve GSL.

## Results

### Description of prosaposin deficient mouse models

Three mouse models with prosaposin deficiencies are included in this study (Table 1). Prosaposin knock out mice (PS-/-) live about 30 days and have progressive accumulation of LacCer, GC, ceramide and total ganglioside sialic acid in the CNS [1]. Neuronal GSL storage is evident in PS-/- newborn brains [10]. PS-/- mice show the onset of neurological signs at ~20 days of age and the phenotype rapidly progresses during the next 5–10 days. PS-NA mice have ~45% of normal levels of prosaposin protein expression in the brain and lesser levels in other tissues [7]. They survive up to 32 wks with slow progression of neurological deficits. LacCer and GC are the predominant excess neutral GSLs in the PS-NA brains. PS-NA mice produced normal size litters and this model was subjected to neurological and behavioral testing. 4L/PS-NA mice are homozygous for a *gba *mutant gene encoding a V394L GCase against the PS-NA background [8]. The phenotype includes an average life span ~22 wks, progressive neurological deficits, and greater excesses of GC accumulation in brain and visceral tissues than those in PS-NA mice. PS-/- mice did not reproduce and 4L/PS-NA had reduced fertility. PS-NA and PS-/- mice were in the FVB strain background. 4L/PS-NA mice were in a mix strain background (50% FVB, 25% C57BL/6, 25% 129SvEvBrd). WT mice in the FVB background were used as controls in this study.

**Table 1:** Prosaposin deficient mouse models

**Genotype**	**Strain (%)**	**Life Span**	**Major CNS lipids (Accumulation level)**	**CNS phenotype**	**Prosaposin level in CNS (% WT)**	**References**
PS-/-	FVB	~4 wks	14 – 30 day GC (+ → +++) LacCer (+ → +++)	Ataxia, Tonic status epileptics	0	[1,10]
PS-NA	FVB	32 wks	4 – 22 wk GC (- → +) LacCer (- → +)	Ataxia, waddling gait	45	[7]
4L/PS-NA	FVB (50) C57BL/6 (25) 129SvEvBrd (25)	22 wks	4 – 20 wk GC (+ → +++) LacCer (- → +)	Ataxia, waddling gait	45	[8]

### Impairment of neurological function

Deterioration of neurological function was formally assessed in the PS-NA mice. The narrow bridges test was performed to evaluate balance and motor performance (Fig. 1). Different levels of task difficulty were assessed with round- and square-shaped beams with varying cross-sectional areas. At 6 wks, control and PS-NA mice walked along the beam with similar latencies (Fig. 1A). However, PS-NA mice made significantly more foot slips than controls on medium and narrow beams (Fig. 1B). At 10 wks, PS-NA mice were already significantly slower in traversing the narrowest round and square beams, and the number of foot slips increased on medium and small square beams. Between 12 to 18 wks, PS-NA mice showed increased difficulty in traversing all beams, as measured by their increased latency and foot slips compared with control mice (Fig. 1A and 1B). At 8 wks or younger, both control and PS-NA mice walked on the beam with an upright posture, but by 12 wks of age, PS-NA mice displayed ventral recumbence; their abdomen was flattened on the surface of the beam, their hind- and fore-limbs were wrapped around the beam, and the fore-limbs were used to drag themselves along the beams. By 14 wks, some mutant mice failed to maintain balance and started to fall, but used their forelimbs to regain balance. PS-NA mice exhibited progressive deterioration in performance on the narrow bridges test until 22 wks.

**Figure 1:**
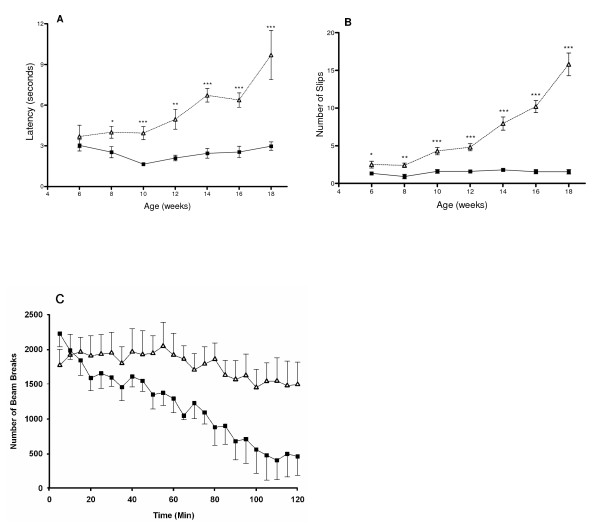
**Progressive neurological deficits**. (A, B) Narrow bridges. Mice were trained for three days. The latency to cross the bridge (A) and the number of foot slips (B) on a round wood beam (11 mm) were recorded (PS-NA, n = 10; WT, n = 10). PS-NA mice [open triangles] made significantly more foot slips and slower latency than WT [black squares] (*p < 0.05, **p < 0.01, ***p < 0.001). (C) Locomotor test at 18 wks. The mice were placed in an activity chamber for 120 min and locomotor activity was recorded in 5 min intervals (PS-NA, n = 5; WT, n = 5). PS-NA [open triangles] mice showed progressive failure to habituate compared to WT [black squares] mice.

Locomotor activity is a test of general exploration and response to novelty. PS-NA and WT control mice took > 120 min for adaptation. PS-NA mice showed measurable motor differences starting at 10 wks and the effect was more pronounced by 22 wks. They demonstrated hyperactivity with increases of beam breaks (Fig. 1C), and were active longer than controls. No difference between center and peripheral activity was observed. These results suggest that the deficiency of prosaposin results in a progressive failure to habituate in PS-NA mice, compared to WT mice that showed habituation over the test period. The altered motor function was significant beginning at 12 wks.

Gait was analyzed by footprint patterns while the mice walked through a runway. Between control and PS-NA mice, no significant differences were found before 21 wks for stride length or fore- and hind-paw overlap. By 21 wks, PS-NA mice exhibited significantly increased hind-paw base width from the controls (data not shown).

### Brain neuropathology in prosaposin deficient mice

By EM, no inclusions were observed at 4 wks in PS-NA or WT mouse brains. Inclusion bodies were present in neurons of PS-NA mice by 18 wks (Fig. 2). Such inclusions were observed in brain stem, midbrain and cerebral cortex, but rarely in Purkinje cells. 4L/PS-NA mice had neuronal storage similar to that in PS-NA brains. However, 4L/PS-NA mice showed large amounts of storage in granular cells of the cerebellum; this is not observed in PS-NA mice [8]. PS-/- mice show inclusions in neurons of various regions in the brain [10].

**Figure 2:**
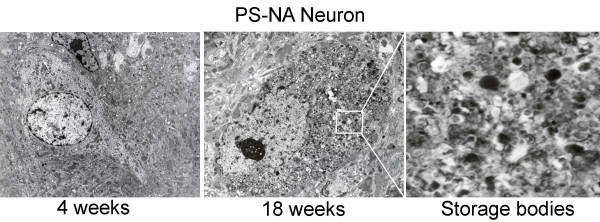
**Electron microscopy showing progressive accumulation of inclusions in neurons of PS-NA brain**. No inclusions were found in neurons of 4 wk PS-NA (A), whereas inclusion bodies were in neuron of PS-NA at 18 wk (B). An enlarged view of inclusion bodies is shown (C). Magnifications are 8,000 X for A and B.

Extensive neuronal degeneration was found in all the prosaposin deficient mouse brains. The specific neuronal stain, NeuN, was decreased in the cerebral cortex at 12 and 18 wks in PS-NA mice. Losses of cerebellar Purkinje cells were demonstrated with anti-Calbindin D28K, a Purkinje cell marker, beginning at 12 wks (Fig. 3A). Neuronal degeneration and decreases in Purkinje cell numbers were also observed in 4L/PS-NA mice. PS-/- mice showed neuronal degeneration in thalamus and cortex starting at ~20 days; no Purkinje cell loss was observed (Fig. 3B).

**Figure 3:**
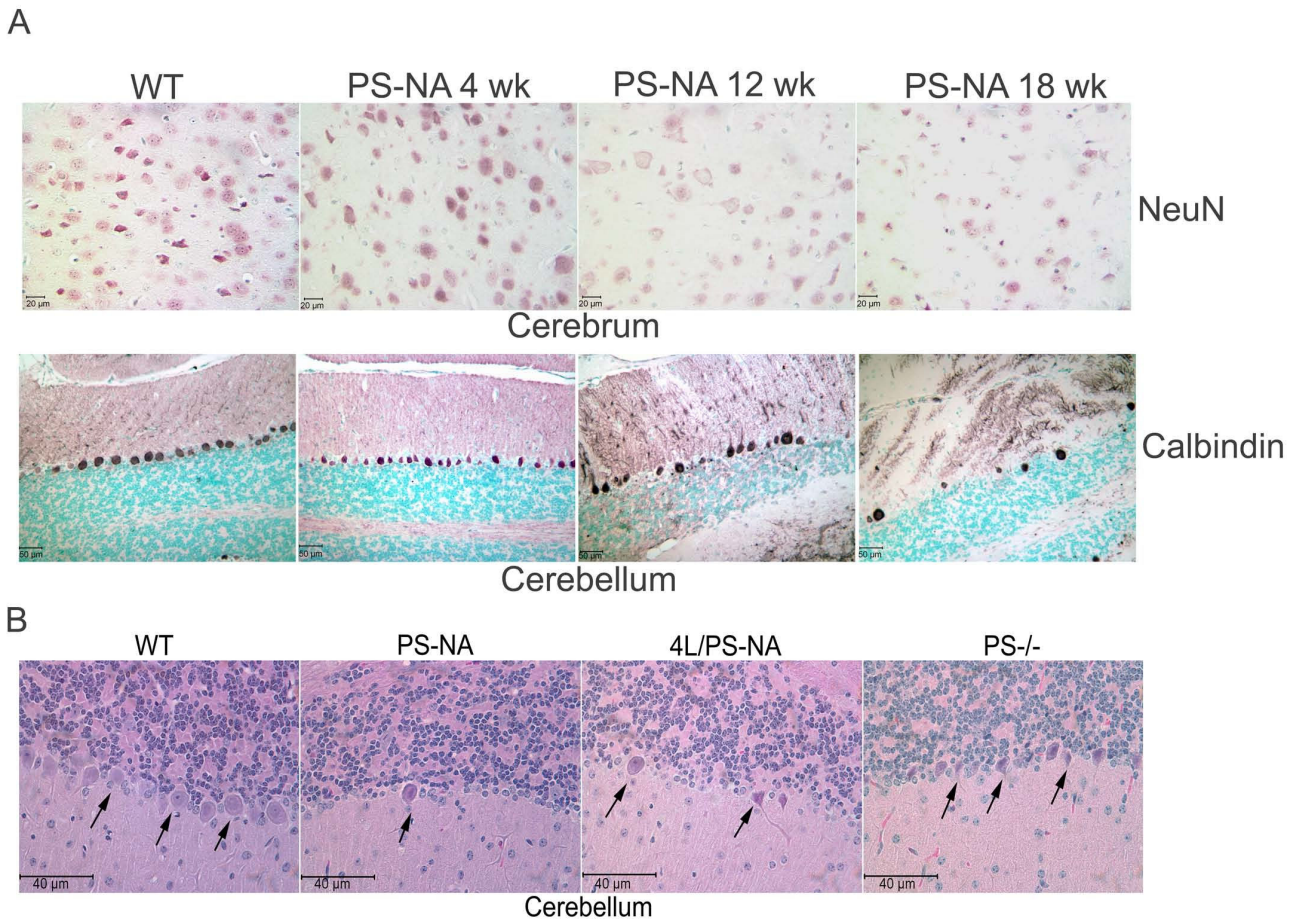
**Neuronal degeneration in brain**. (A) Paraffin sections were stained with a neuron marker, NeuN, and a Purkinje cell marker, Calbindin D28K (calbindin). Progressive decreases in NeuN stained cells (upper panel) and incremental loss of Purkinje cells (lower panel) were shown in PS-NA mice at 12 wk and older. The NeuN changes were generalized, but regional variations in neuronal loss also were evident. (B) H&E stained paraffin sections of cerebellum showed the presence of Purkinje cells (arrows) in PS-/- (25 day) and WT (18 wk) mice and loss of Purkinje cells in PS-NA (18 wk) and 4L/PS-NA (18 wk) mice.

### Microarray analyses of brain tissues in prosaposin deficient mice

To explore the genes involved in the prosaposin deficiency disease progression pathway, mRNA microarray analyses were performed in PS-NA mice using Mouse Genome 430 2.0 Array chips (Affymetrix). Partek^® ^Genomics Suite was used for statistical analyses of the microarray data. The commonalities and specificities of gene expression were analyzed in PS-/-, PS-NA, and 4L/PS-NA mice. PS-/- mice (total PS deficiency) quickly develop the neurological phenotype and have a short life span [1]. 4L/PS-NA mice have the same level of prosaposin expression as PS-NA mice, but the mice have a shorter lifespan, and also have greater GC accumulation (Table 1) [7,8]. 

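RNA from pools of 3 mice was hybridized to 68 arrays that carry 45101 probe sets. Each of 34 groups of 1 genotype, brain region and age was measured in 2 pools. The deposited values are linear signals that the authors scaled on each array to a mean of 1500 after 2% was trimmed at either end. Array medians of these signals were 255.7 to 476.2. Normalization by RMA, which the paper used, starts from probe intensities and could not be repeated from these signals. Here 16 was added to each signal, the sums were put on the log2 scale and all arrays were brought to one distribution by quantile normalization. With 64 control probe sets left out, 45037 were tested. Psap, the gene that encodes prosaposin, had a signal of 41586 ± 11939 (SD, n = 12 pools) in WT cerebella and 40892 ± 8544 (SD, n = 12) in WT cerebra. In PS-/- mice, which lack prosaposin, it was 941 ± 405 (SD, n = 8) in cerebella and 962 ± 183 (SD, n = 8) in cerebra. PS-NA mice carry a transgene that gives a low level of prosaposin, and their Psap signal was 6238 ± 1780 (SD, n = 8) in cerebella and 8061 ± 2113 (SD, n = 8) in cerebra. 4L/PS-NA mice, which also carry a mutant acid β-glucosidase, had 6088 ± 1696 (SD, n = 6) in cerebella and 9112 ± 1761 (SD, n = 6) in cerebra.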

The gene profiles were analyzed in two general brain regions, cerebrum and cerebellum, that were collected at several time points for PS-/- (0, 10, 20 and 25 days), PS-NA (0, 4, 12 and 18 wks) and 4L/PS-NA (4, 12, and 18 wks). The probe sets for each gene in the mutant mice that showed significant differential gene expression were compared to the age-matched WT (Table 2). 

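Each model was fitted with its WT pools in limma, and the difference between mutant and WT was averaged over the ages within each region. This compared 8 pools with 8 in PS-/- and PS-NA mice and 6 with 6 in 4L/PS-NA mice, and p values were adjusted by the Benjamini-Hochberg method over all probe sets tested. Genes are said here to have increased or decreased where the adjusted p was under 0.05, and to be called at the paper's thresholds where it was at most 0.2 with a change of at least 1.5-fold at 1 or more ages. Psap passed the stricter threshold in every comparison, with log2 fold changes of -5.38 (SE 0.12, adjusted p = 8.11e-21) in PS-/- cerebella and -5.18 (SE 0.12, adjusted p = 2.12e-20) in PS-/- cerebra. The values in PS-NA mice were -2.84 (SE 0.13, adjusted p = 7.86e-13) in cerebella and -2.45 (SE 0.13, adjusted p = 1.44e-11) in cerebra. In 4L/PS-NA mice they were -3.20 (SE 0.16, adjusted p = 1.24e-09) and -2.41 (SE 0.16, adjusted p = 8.03e-08). WT mice of 25 days are not among the samples used here, so PS-/- mice of that age were compared with WT mice of 4 wks. The median correlation between the 2 pools of a group was 0.964 across probe sets. It was 0.696 for 4L/PS-NA cerebella at 4 wks, and 0.903 or more for every other group. Replicate 2 of that pair, called the divergent array here, is part of every 4L/PS-NA value. The comparisons, the thresholds, the gene lists and the alternative settings were fixed before the data were examined, apart from 3 settings and the tests named in the closing section as chosen later.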

The significantly differentially expressed probe sets in the mutant models ranged from 460 to 2000 of the 45,101 total probes on the chip. 

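Trem2, a receptor that microglia use to take up lipids, increased in PS-/- cerebella with a log2 fold change of 2.46 (SE 0.31, adjusted p = 0.000196). This was the largest increase among named genes that passed with the same direction at every age, each taken by its brightest probe set. Mpeg1, a pore-forming protein of macrophages, increased by 2.32 (SE 0.24, adjusted p = 5.38e-06). In PS-/- cerebra the largest increase among genes limited in the same way was that of Plin4, a coat protein of lipid droplets, at 1.65 (SE 0.35, adjusted p = 0.0112). Lama1, a laminin chain of basement membranes, was 1.40 (SE 0.25, adjusted p = 0.0029) in PS-/- cerebra, and Med18, a subunit of the Mediator complex, decreased there with a value of -1.57 (SE 0.31, adjusted p = 0.00702). Pyroxd1, an oxidoreductase, changed by 1.91 (SE 0.37, adjusted p = 0.0141) and Slc16a8, a lactate transporter, by 1.63 (SE 0.31, adjusted p = 0.0119), both in PS-/- cerebella. The calls of Trem2 and Slc16a8 in PS-/- cerebella ended with the mean of each gene's probe sets, that of Slc16a8 also with WT mice of 20 days as the reference for 25 days, and that of Pyroxd1 in 1 of 16 fits without 1 pool. At the paper's thresholds 1797 probe sets were called in PS-/- cerebella, 1072 of them up-regulated, and 2698 in PS-/- cerebra, 1682 of them up-regulated. PS-NA mice had 861 in cerebella and 268 in cerebra. Where the arrays were centred on the median instead, 6361 were called in PS-/- cerebella, 5231 of them up-regulated, 1507 in PS-NA cerebella and 584 in PS-NA cerebra. With quantile normalization 4L/PS-NA mice had 5091 in cerebella and 1661 in cerebra, with the divergent array included, against 4606 and 1559 where the arrays were centred on the median. Leaving out 1 pool at a time gave from 715 (without PS-/- cerebellum at 0 days, replicate 2) to 2922 (without WT cerebellum at 0 days, replicate 1) in PS-/- cerebella. Of these fits, 10 of 16 moved the number by more than 1.5 times. Fits without 1 pool moved the number as far in 4 of 16 for PS-/- cerebra, 7 of 16 for PS-NA cerebella, 2 of 16 for PS-NA cerebra and 7 of 12 for 4L/PS-NA cerebra. Such fits gave, in 4L/PS-NA cerebella, 3015 (without 4L/PS-NA cerebellum at 18 wks, replicate 1) to 14759 (without the pair of the divergent array), and 6 of 12 moved it as far.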

For further analyses, the probe sets were replaced by the genes. ESTs and genes of unknown function were excluded. At a false positive rate (FDR) of 0.2, the total differentially expressed genes in each model ranged from 1.0–4.4% of the total genes on the chip. 

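Fgf1, a fibroblast growth factor, increased in PS-NA mice by a log2 fold change of 2.37 (SE 0.12, adjusted p = 1.37e-12) in cerebella and 1.77 (SE 0.12, adjusted p = 1.02e-09) in cerebra. Ddo, which oxidizes D-aspartate, decreased in PS-NA cerebella, at -2.66 (SE 0.28, adjusted p = 1.28e-06). Soga3, a gene of unclear function in brain, increased in PS-NA cerebra by 2.02 (SE 0.17, adjusted p = 2.55e-08), as did Bfsp2, a filament protein, by 1.92 (SE 0.26, adjusted p = 0.000138). Clec3b, a plasminogen-binding protein, was -1.65 (SE 0.25, adjusted p = 0.000708) and L3hypdh, a dehydratase, -1.61 (SE 0.22, adjusted p = 0.000149) in the same cerebra. The microglial genes Trem2 and Cst7, a cathepsin inhibitor, increased in PS-NA cerebella by 2.65 (SE 0.35, adjusted p = 7.84e-05) and 2.37 (SE 0.34, adjusted p = 0.000192), and the pattern receptor Tlr1 by 1.99 (SE 0.37, adjusted p = 0.0051). Of all probe sets tested, the paper's thresholds called 3.99% in PS-/- cerebella and 5.99% in PS-/- cerebra, 1.91% and 0.6% in PS-NA mice, and 11.3% and 3.69% in 4L/PS-NA mice. With an adjusted p under 0.05 and no limit on the fold, 276 and 823 probe sets passed in PS-/- cerebella and cerebra, 298 and 125 in PS-NA mice, and 1797 and 523 in 4L/PS-NA mice. Of these, 180, 590, 219, 88, 1173 and 380 had increased, in the same order. Where the arrays were centred on the median, 1493 passed in PS-/- cerebella, 1386 of them increased. Leaving out 1 pool gave from 96 (without PS-/- cerebellum at 0 days, replicate 2) to 446 in PS-/- cerebella, 398 to 1159 in PS-/- cerebra and 198 to 460 in PS-NA cerebella. For 4L/PS-NA mice it gave from 937 to 8858 (without the pair of the divergent array, replicate 2 of 4 wks) in cerebella and 289 to 1201 in cerebra. With 1 fit over all arrays these mice had 3477 and 1165.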

The complete lists of differentially expressed genes, grouped for their functions, are in Additional file 1.

**Table 2:** Summary of differentially expressed probesets and genes in brain regions of prosaposin deficient mouse models

	**PS-/-**		**PS-NA**		**4L/PS-NA**	
	
	Cerebellum	Cerebrum	Cerebellum	Cerebrum	Cerebellum	Cerebrum
Number of differentially expressed probesets	460	468	915	462	1983	635
EST and unknown genes	58	27	112	48	156	62
Differentially expressed probesets with known genes	402	441	803	414	1827	573
Differentially expressed genes	349	367	662	366	1512	493
% of differentially expressed genes on chip	1	1.1	1.9	1.1	4.4	1.5

Compared to WT mice, the total number of significantly differentially expressed genes in each model was in the following order: 4L/PS-NA > PS-NA > PS-/- (Table 2). 

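Gpnmb, a glycoprotein of lipid-laden macrophages, had the largest change of the 4L/PS-NA mice among named genes that passed with the same direction at every age, each by its brightest probe set. It had log2 fold changes of 4.68 (SE 0.41, adjusted p = 1.97e-06) in cerebella and 4.00 (SE 0.41, adjusted p = 2.06e-05) in cerebra. Set directly against PS-NA mice, it was higher by 2.48 (SE 0.44, adjusted p = 0.000313) and 2.82 (SE 0.44, adjusted p = 5.4e-05). Clec7a, a β-glucan receptor of phagocytes, increased in 4L/PS-NA cerebella by 3.51 (SE 0.36, adjusted p = 9.56e-06), and Lyz1, a lysozyme, by 3.6 (SE 0.38, adjusted p = 1.57e-05). Gm10033, a predicted gene, increased by 4.22 (SE 0.40, adjusted p = 3.88e-06) in cerebella. In cerebra AI506816 decreased, at -3.70 (SE 0.53, adjusted p = 0.000756), and G530011O06Rik increased, at 2.71 (SE 0.40, adjusted p = 0.000965); the function of either transcript is not known from the annotation used. Counted as genes at the paper's thresholds, 1355 were called in PS-/- cerebella and 2024 in PS-/- cerebra, 609 and 196 in PS-NA mice, and 3645 and 1246 in 4L/PS-NA mice. Between 4L/PS-NA and PS-NA mice, 2022 probe sets differed in cerebella at an adjusted p under 0.05 and 1178 in cerebra. With the log2 ratio of the 3' to the 5' actin probe set, a measure of RNA quality, as a covariate chosen after the values were seen, 494 and 370 differed. Leaving out 1 4L/PS-NA or PS-NA pool changed the first number to between 1071 (without PS-NA cerebellum at 12 wks, replicate 1) and 7757 (without the pair of the divergent array). It changed the second to between 421 (without 4L/PS-NA cerebrum at 12 wks, replicate 2) and 2184 (without 4L/PS-NA cerebrum at 4 wks, replicate 1).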

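Components of complement C1q, which microglia make, differed between the regions of PS-NA mice in limma, a call that several other settings did not keep. Where it was lost with the arrays centred on the median, the differences were still 0.97 for C1qa and 1.14 for C1qc. C1qa changed more in cerebella than in cerebra, by 1.02 on the log2 scale (SE 0.18, adjusted p = 0.0281), and C1qc by 1.2 (SE 0.20, adjusted p = 0.0281). Tyrobp, the adaptor through which Trem2 signals, differed by 1.18 (SE 0.20, adjusted p = 0.0281), and Ctxn3, a neuronal membrane protein, by 1.53 (SE 0.26, adjusted p = 0.0281). Ppp1r17, a phosphatase inhibitor of Purkinje cells, went the other way, with a difference of -1.38 (SE 0.20, adjusted p = 0.0152). It was -0.43 in PS-NA cerebella and 0.95 in PS-NA cerebra, so the larger part of this difference lay in cerebra. The transcription factor Neurog1 had 1.67 in PS-NA cerebella and -1.02 in PS-NA cerebra, a difference of 2.69 (SE 0.47, adjusted p = 0.0366). Lpl, a lipase, had 1.60 in 4L/PS-NA cerebella, with the divergent array included, and -0.84 in their cerebra, a difference of 2.44 (SE 0.23, adjusted p = 0.000142), and H2-K1, an MHC class I chain, -0.82 and 0.30, a difference of -1.13 (SE 0.16, adjusted p = 0.0264). Ctxn3 and Neurog1 are named because their difference passed, after their values were seen. These tests of the difference between regions, made in limma, called 9 probe sets in PS-NA mice and 2 in 4L/PS-NA mice. They called 0 in PS-/- mice, in which 3122 had an unadjusted p under 0.05. Where the arrays were centred on the median, the calls of PS-NA mice all ended (0 in limma, with 1853 at an unadjusted p under 0.05), and 1 was left without an intensity trend or in the ANOVA, none of those named. In 1 fit over all arrays C1qa alone of the genes named for PS-NA mice passed, and in the replicate block Ctxn3 and Ppp1r17. Lpl passed in each of these settings, and H2-K1 ended with centring, the replicate block and without a trend. Both small numbers rest on single pools: fits without 1 pool gave 0 to 18 in PS-NA mice (29 of 32 moved it by more than 1.5 times) and 1 to 3514 in 4L/PS-NA mice (16 of 24). In the latter 36 were called without the divergent array and 3514 without its pair.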

In PS-NA and 4L/PS-NA mice, the number of differentially expressed genes was greater in cerebellum than in cerebrum. PS-/- mice had about equal numbers of differentially expressed genes in both tissues and ~20% were in common between the cerebrum and cerebellum. 

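Mpeg1 and C1qc were among the genes of PS-/- mice that pass in the cerebellum, and C1qc increased in the cerebrum as well, with log2 fold changes of 1.70 (SE 0.16, adjusted p = 1.08e-06) and 1.01 (SE 0.16, adjusted p = 0.00122). Ctsz, a lysosomal cathepsin, increased by 0.62 (SE 0.11, adjusted p = 0.00555) in PS-/- cerebella and 0.66 (SE 0.11, adjusted p = 0.00162) in PS-/- cerebra. At the paper's thresholds 473 genes of PS-/- mice were called in both regions, which is 34.9% of those called in cerebella, 23.4% of those called in cerebra and 16.3% of those called in either. Up-regulated in both were 289 genes where independent lists would share 61.6, and down-regulated in both were 130 where they would share 19.6. In PS-NA mice 73 genes were up-regulated in both regions (3.3 for independent lists), and in 4L/PS-NA mice 469 (87.3), with the divergent array included.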

Temporal profiling revealed that the number of the differentially expressed genes increased with age in all three models (Table 3). 

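Lgals3, a galectin of phagocytic microglia, had a larger fold in older mice of each model. In PS-/- cerebella its log2 fold change was 0.35 (SE 0.43, adjusted p = 0.891) at birth, 2.26 (adjusted p = 0.0117) at 20 days and 3.59 (adjusted p = 8.49e-05) at 25 days. In PS-NA cerebella it was 1.2 (adjusted p = 0.173) at 4 wks, 1.78 (adjusted p = 0.0739) at 12 wks and 4.22 (adjusted p = 1.4e-06) at 18 wks. For 4L/PS-NA cerebella the values were 2.18 (SE 0.40, adjusted p = 0.0228) at 4 wks, with the divergent array included, 3.56 (adjusted p = 0.000118) at 12 wks and 5.09 (adjusted p = 1.96e-06) at 18 wks. The call at 20 days ended in each of 4 fits without 1 pool, and that at 4 wks in 1 of 4, where the arrays were centred on the median, in the ANOVA and under array weights. Tested at single ages, with 2 pools against 2 and an adjusted p under 0.05, 4 probe sets differed in PS-/- cerebella at birth, 2 at 10 days, 365 at 20 days and 193 at 25 days. PS-/- cerebra had 3, 6, 314 and 641. In PS-NA mice the numbers at 0 days, 4, 12 and 18 wks were 61, 323, 124 and 316 in cerebella and 20, 883, 48 and 39 in cerebra. 4L/PS-NA mice had 148, 1002 and 401 in cerebella and 55, 112 and 154 in cerebra at 4, 12 and 18 wks.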

The differentially expressed genes were sub-grouped into those up-regulated (expression level ≥ 1.5 fold) or down-regulated (≤ 1.5 fold) for any time point for each tissue (Table 3). The number of up-regulated genes was nearly constant at the second time point (10 days for PS-/- and 4 wk for PS-NA and 4L/PS-NA), and then increased by the third time point (20 days for PS-/- and 12 wks for PS-NA and 4L/PS-NA). 

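The genes that disease-associated microglia turn on, such as Lgals3, Cst7 and Gpnmb, had higher medians at 20 than at 10 days, or at 12 than at 4 wks, in each model and region but PS-NA cerebra; differences between ages were not tested. The median log2 fold change of 21 such genes was 0.08 at 10 days and 0.51 at 20 days in PS-/- cerebella, 0.17 at 4 wks and 0.67 at 12 wks in PS-NA cerebella, and 0.49 and 1.78 in 4L/PS-NA cerebella, with the divergent array at 4 wks. It was -0.18 and 0.48 in PS-/- cerebra and 0.21 and 1.02 in 4L/PS-NA cerebra at these ages. In PS-NA cerebra it was 0.14 at 4 wks and 0.09 at 12 wks, and reached 0.69 at 18 wks. The list had an adjusted p of 2.4e-05 in 4L/PS-NA cerebella, 2.89e-05 in PS-NA cerebella and 0.0045 in PS-/- cerebra at the last age, from camera with an estimated correlation. Up-regulated genes at the paper's thresholds numbered 362, 246, 630 and 608 in PS-/- cerebella and 462, 272, 910 and 1082 in PS-/- cerebra at 0, 10, 20 and 25 days. In PS-NA mice they numbered 165, 248, 228 and 328 in cerebella and 73, 100, 88 and 102 in cerebra. 4L/PS-NA mice had 1344, 1591 and 1490 in cerebella and 472, 598 and 592 in cerebra.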

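Creg2, a secreted glycoprotein of neurons that 1 probe set measures, was lower than WT at each age in 4L/PS-NA mice. Its log2 fold change in their cerebra was -3.38 (SE 0.44, adjusted p = 0.00256) at 4 wks, -3.81 (adjusted p = 0.000374) at 12 wks and -3.08 (adjusted p = 0.00186) at 18 wks. In PS-NA cerebella it was -3.05 (SE 0.53, adjusted p = 0.0128) at birth, -1.38 (adjusted p = 0.223) at 4 wks, -0.06 (adjusted p = 0.989) at 12 wks and -2.29 (adjusted p = 0.0359) at 18 wks. In PS-NA cerebella the call at birth ended in 3 of 4 fits without 1 pool and under array weights, and that at 18 wks in all 4 and with a pseudocount of 64. Both ended without an intensity trend or in the ANOVA. In 4L/PS-NA cerebra the call at 4 wks ended in 1 of 4 such fits. Down-regulated genes at the paper's thresholds numbered 203, 189, 329 and 310 in PS-/- cerebella and 252, 260, 549 and 506 in PS-/- cerebra at the 4 ages. For PS-NA mice the numbers were 112, 139, 75 and 144 in cerebella and 32, 33, 33 and 34 in cerebra. 4L/PS-NA mice had 839, 1105 and 825 in cerebella, with the divergent array included, and 392, 432 and 247 in cerebra.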

The number of down-regulated genes was relatively constant throughout. 

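Pcdhb9, a protocadherin of neuronal contacts, was already higher in PS-NA mice at birth, with a log2 fold change of 2.42 (SE 0.25, adjusted p = 1.89e-05) in cerebella and 2.71 (SE 0.25, adjusted p = 2.03e-06) in cerebra. Gm13306, a predicted chemokine-like gene, was 3.11 (SE 0.59, adjusted p = 0.0311) in PS-NA cerebella at birth and 2.47 (SE 0.59, adjusted p = 0.261) in cerebra. PS-/- cerebella had -0.03 (adjusted p = 0.992) for Pcdhb9 and -0.12 (adjusted p = 0.987) for Gm13306 at birth. Tmie, a protein of hair cell transduction, was 0.92 (SE 0.51, adjusted p = 0.563) in newborn PS-NA cerebella and 2.76 (SE 0.25, adjusted p = 1.6e-07) over all ages. Genes called at birth at the paper's thresholds, in either direction, numbered 565 in cerebella and 714 in cerebra of PS-/- mice, and 277 and 105 in those of PS-NA mice.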

Even at birth, ~100–300 genes in cerebellum or cerebrum had differential expression in PS-NA and PS-/- mice (Table 3); 4L/PS-NA mice were not done. Although the PS-NA and PS-/- mice did not develop neurological signs until after 6 wks and 14 days, respectively (Table 1), the alterations of mRNA expression preceded the neuronal deficits. These data suggest that the number of genes involved in pathological progression increased with age and varied with the genotype and lifespan, and the molecular alterations preceded the histological and neurological changes.

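The numbers of genes at the last age and at the second can be given as a ratio. Up-regulated genes at the paper's thresholds were 2.47 times as many at 25 days as at 10 days in PS-/- cerebella and 3.98 times as many in PS-/- cerebra. From 4 to 18 wks the ratio was 1.32 in PS-NA cerebella, 1.02 in PS-NA cerebra, 1.11 in 4L/PS-NA cerebella and 1.25 in 4L/PS-NA cerebra. That of PS-NA cerebra was 0.66 without PS-NA at 12 wks, replicate 2. For down-regulated genes it was 1.64, 1.95, 1.04, 1.03, 0.98 and 0.63 in the same order, but 0.27 in 4L/PS-NA cerebella without the pair of the divergent array and 0.59 in 1 fit over all arrays, 0.29 or 1.02 in 4L/PS-NA cerebra without replicate 1 of 4 wks or replicate 2 of 18 wks, and 0.62 in PS-NA cerebra without PS-NA at 12 wks, replicate 2. Without WT cerebellum at 10 days, replicate 1, the ratios in PS-/- cerebella were 1.3 for up-regulated and 0.92 for down-regulated genes, and without WT cerebrum at 10 days, replicate 1, those in PS-/- cerebra were 1.88 and 0.94. With WT mice of 20 days as the reference for 25 days, PS-/- cerebella had ratios of 4.2 and 2.56, and without PS-/- cerebellum at 10 days, replicate 1, of 1.56 and 1.04. The ratio of up-regulated genes was 0.87 in PS-NA cerebella without WT cerebellum at 4 wks, replicate 1, and 0.56 in 4L/PS-NA cerebella without the pair of the divergent array. Cd68, a lysosomal membrane protein of macrophages, shows the course of single genes: in PS-NA cerebella its log2 fold change was 0.49 (SE 0.32, adjusted p = 0.652) at birth, 0.69 (adjusted p = 0.334) at 4 wks, 2.26 (adjusted p = 0.000689) at 12 wks and 3.96 (adjusted p = 5.3e-08) at 18 wks. From such numbers by age, the paper proposes that more genes take part as the disease goes on, that their number depends on genotype and lifespan, and that expression changes before tissue and behavior do.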

**Table 3:** Temporal profile of differentially expressed genes in cerebellum and cerebrum of prosaposin deficient mouse models

**Genotypes**	**Tissues**	**Expression**	**Number of differentially expressed genes**						
			0 day	10 days	20 days	25 days	4 weeks	12 weeks	18 weeks

**PS-/-**	Cerebellum	up	151	97	212	213			
		down	58	43	83	83			
		**subtotal**	**209**	**140**	**295**	**296**			
	Cerebrum	up	134	70	250	288			
		down	22	52	66	64			
		**subtotal**	**156**	**122**	**316**	**352**			

**PS-NA**	Cerebellum	up	134				238	265	390
		down	164				99	87	124
		**subtotal**	**298**				**337**	**352**	**514**
	Cerebrum	up	54				100	212	232
		down	61				59	48	22
		**subtotal**	**115**				**159**	**260**	**254**

**4L/PS-NA**	Cerebellum	up					436	868	831
		down					270	428	313
		**subtotal**					**706**	**1296**	**1144**
	Cerebrum	up					216	347	341
		down					88	98	67
		**subtotal**					**304**	**445**	**408**

Ontological analyses of the differentially regulated genes revealed involvement in a broad spectrum of cellular functions. The functional groups with statistical significance across the cerebrum and cerebellum in the three animal models included neuronal conduction (myelination and synaptic vesicles), cell growth and metabolism, proinflammatory response (inflammation, macrophage, extracellular matrix and cell adhesion molecules), cell death, and signal transduction (Table 4 and Additional file 1). All three mouse models showed similar spectra of gene expression patterns for these functional groups, except cerebra of PS-NA and 4L/PS-NA or cerebrum of PS-NA which did not show significant (p > 0.05) involvement of synaptic or myelination genes, respectively. Several of these categories presented consistent increases of up-regulated genes with age, particularly those in the groups for inflammation and adhesion, cell death, signal transduction, transcription factors and transport (Fig. 4 and Additional file 2). 

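Sv2c, a transporter-like protein of synaptic vesicles, was 0.85 on the log2 scale in PS-NA cerebra (SE 0.24, adjusted p = 0.217), and Bin1, which bends membranes, 0.43 (SE 0.12, adjusted p = 0.257). In 4L/PS-NA cerebra Amph, a partner of dynamin, was 0.46 (SE 0.14, adjusted p = 0.157). In PS-/- cerebra Syp, the vesicle protein synaptophysin, increased by 0.47 (SE 0.10, adjusted p = 0.0149) and Dnm3, a dynamin, by 0.51 (SE 0.12, adjusted p = 0.0197), while Cplx2, a complexin, decreased, at -0.67 (SE 0.17, adjusted p = 0.0374). Of 30 genes of the synaptic vesicle measured, 0 passed over all probe sets in limma in cerebra of either PS-NA or 4L/PS-NA mice, where 3725 and 5085 probe sets had an unadjusted p under 0.05 (4 up and 1 down in PS-NA cerebra when adjusted over the list alone, 0 in 4L/PS-NA cerebra). The list median was 0.07 in PS-NA cerebra (adjusted p = 0.00518 from camera with a preset correlation of 0.01, adjusted p = 0.241 with an estimated correlation) and 0.08 in 4L/PS-NA cerebra, where it was -0.08 without the mice of 4 wks. Of 22 genes of myelin and oligodendrocytes, 0 passed in PS-NA cerebra. Their lowest p was that of Mog, a glycoprotein of the myelin surface, at -0.49 (SE 0.17, adjusted p = 0.384). In 4L/PS-NA cerebra 1 of the 22 passed, Mal, a proteolipid of myelin, which decreased with -0.82 (SE 0.17, adjusted p = 0.0243); that call ended in 8 of 12 fits without 1 pool and where the arrays were centred on the median, without an intensity trend, in the ANOVA or without the mice of 4 wks.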

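Among genes of cell death, Bid, which carries the caspase signal to mitochondria, increased over all ages in PS-/- cerebella by a log2 fold change of 0.62 (SE 0.13, adjusted p = 0.0194) and in PS-/- cerebra by 0.52 (SE 0.13, adjusted p = 0.0328). The median of 27 such genes was -0.06, 0.20, 0.35 and 0.10 in PS-/- cerebella and -0.13, -0.07, -0.09 and 0.25 in PS-/- cerebra at the 4 ages. In PS-NA cerebella it was -0.01, 0.16, -0.08 and 0.26 and in PS-NA cerebra -0.06, -0.07, 0.20 and 0.41. At most 2 of the 27 passed in any comparison at a single age, and the lowest adjusted p of the list with an estimated correlation was 0.128, in 4L/PS-NA cerebra at 18 wks. Microglial and macrophage genes gave larger changes: of 27 measured, 0 had increased at 10 days, 13 at 20 days and 13 at 25 days in PS-/- cerebella, with medians of 0.15, 1.38 and 1.65. In 4L/PS-NA cerebella 4, 19 and 22 of them had increased at 4, 12 and 18 wks, the first with the divergent array included, with medians of 0.83, 2.04 and 2.52.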

The total numbers of genes in these groups increased with age. More than twice as many genes were up-regulated in cerebellum than cerebrum. It is likely that additional dysregulated genes will be identified as sub-regions of cerebrum are analyzed. 

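Itgb2, an integrin chain of leukocytes and microglia, increased in PS-NA cerebella by a log2 fold change of 1.28 (SE 0.25, adjusted p = 0.0104) and was 0.50 in PS-NA cerebra (SE 0.25, adjusted p = 0.621). In 4L/PS-NA mice it increased in both, by 2.40 (SE 0.24, adjusted p = 7.68e-06) in cerebella and 1.54 (SE 0.24, adjusted p = 0.00139) in cerebra. Of the microglial and macrophage list of 27 genes, 16 had increased in PS-/- cerebella and 11 in PS-/- cerebra, 20 and 4 in PS-NA mice, and 25 and 16 in 4L/PS-NA mice with the divergent array included. When adjusted over the list alone, the numbers were 20, 14, 24, 10, 27 and 24. The difference between the regions was tested for the list as a whole with camera and an estimated correlation. In PS-NA mice the median difference was 0.75 (adjusted p = 0.0333), in 4L/PS-NA mice 0.80 (adjusted p = 0.128 with an estimated correlation) and in PS-/- mice 0.30 (adjusted p = 0.39 with an estimated correlation). Disease-associated microglial genes differed by 0.46 (adjusted p = 0.0152) in PS-NA mice, 0.41 (adjusted p = 0.0205) in 4L/PS-NA mice and -0.01 (adjusted p = 0.893 with an estimated correlation) in PS-/- mice.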

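Lcn2, an iron-carrying protein that reactive astrocytes secrete, separated 4L/PS-NA from PS-NA mice, by 2.25 on the log2 scale in cerebella (SE 0.53, adjusted p = 0.00733) and 2.67 in cerebra (SE 0.53, adjusted p = 0.00178). Lgals3 was higher in 4L/PS-NA mice by 1.21 (SE 0.23, adjusted p = 0.000663) in cerebella and 1.22 (SE 0.23, adjusted p = 0.000817) in cerebra. Cd68 was higher by 0.99 (SE 0.18, adjusted p = 0.000313) and 0.94 (SE 0.18, adjusted p = 0.000842). Of 17 genes of the interferon response, 4 were higher in 4L/PS-NA than in PS-NA cerebella and 5 in cerebra, with median differences of 0.47 (adjusted p = 0.028 from camera with an estimated correlation) and 0.66 (adjusted p = 0.000937). Reactive astrocyte genes differed by a median of 0.62 (adjusted p = 0.0411) and 0.67 (adjusted p = 0.00181), and endothelial and pericyte genes by 0.33 (adjusted p = 0.00421) and 0.19 (adjusted p = 0.0364). Of the probe sets that differed between the models, 778 were higher in 4L/PS-NA cerebella, with the divergent array included, and 404 in cerebra. The log2 ratio of the 3' to the 5' actin probe set of each pool, a measure of RNA quality, was then made a covariate, chosen after the values were seen. With it 201 probe sets were higher in 4L/PS-NA cerebella and 195 in cerebra. The interferon list then had medians of 0.55 (adjusted p = 0.166 with an estimated correlation) and 0.60 (adjusted p = 0.00259), and 0 of its genes were higher in cerebella in limma (5591 of all probe sets differed at an unadjusted p under 0.05) and 3 in cerebra. Reactive astrocyte genes had 0.51 (adjusted p = 0.133 with an estimated correlation) and 0.61 (adjusted p = 0.0036), and endothelial and pericyte genes 0.34 (adjusted p = 0.0747 with an estimated correlation) and 0.26 (adjusted p = 0.034). Disease-associated microglial genes passed in both regions, with 0.30 (adjusted p = 0.0442 from camera with an estimated correlation) and 0.59 (adjusted p = 0.000494). Without the covariate they had 0.33 (adjusted p = 0.0135 from camera with an estimated correlation) and 0.61 (adjusted p = 0.000207). No other list passed in cerebella with the covariate. Lcn2 differed by 2.11 (SE 0.78, adjusted p = 0.215) in cerebella and 2.76 (SE 0.60, adjusted p = 0.00832) in cerebra, while Lgals3 and Cd68 still passed in both regions.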

4L/PS-NA mice had twice as many up-regulated genes as the PS-NA mice in cerebellum or cerebrum. This was primarily associated with more rapidly progressive neurological signs in the 4L/PS-NA mice. The mixed strains in 4L/PS-NA might also contribute to the larger numbers of differentially expressed genes, but the complexity of the genotype (5 separate loci) and low number of offspring precluded exact matching of the background strains.

**Table 4:** Functional classification of significantly expressed genes in cerebellum and cerebrum of prosaposin deficient mouse models

	**PS-/-**				**PS-NA**				**4L/PS-NA**			
Categories	Cerebellum		Cerebrum		Cerebellum		Cerebrum		Cerebellum		Cerebrum	

	No.	*p*-value	No.	*p*-value	No.	*p*-value	No.	*p*-value	No.	*p*-value	No.	*p*-value

Inflammation & Macrophage	34	1.10E-09	23	3.75E-04	80	1.59E-14	39	4.80E-12	147	5.53E-13	78	5.01E-13
Myelination	14	3.57E-11	13	8.21E-10	8	2.07E-03	2	*2.33E-01	11	1.19E-02	6	6.75E-03
Synapse vesicle	5	3.23E-02	14	7.75E-07	14	3.87E-04	4	*1.53E-01	35	3.63E-09	6	*8.86E-02
Cell death	13	8.94E-03	11	4.21E-02	20	1.22E-02	10	4.16E-02	50	4.83E-05	19	1.62E-03
Lipid metabolism	19	1.89E-03	22	2.91E-04	28	6.04E-03	15	3.22E-02	68	1.60E-05	31	9.57E-06
ECM/adhesion	18	1.43E-02	28	1.31E-05	55	8.58E-11	23	8.93E-04	107	7.25E-15	36	2.45E-06
Cytoskeleton organization	15	4.43E-02	20	9.32E-03	20	2.06E-02	19	1.55E-02	57	3.16E-02	26	5.79E-03
Endosome/Lysosome	12	1.32E-04	15	2.90E-06	17	1.96E-04	11	7.06E-04	32	2.11E-05	20	7.99E-08
Signal transduction	50	3.50E-03	75	2.83E-09	131	7.66E-14	68	5.37E-07	288	2.24E-14	89	4.82E-08
Transcription	67	1.70E-02	65	3.92E-02	134	7.55E-04	77	2.43E-03	292	1.01E-04	90	2.09E-02
Transport	69	2.20E-04	80	2.94E-06	108	4.10E-03	69	7.34E-04	288	9.01E-11	83	4.46E-03
Cell growth/metabolism	139	4.31E-10	204	3.13E-14	301	3.28E-07	189	9.13E-10	714	1.98E-13	237	2.87E-08
Binding	142	4.54E-06	172	2.96E-12	278	9.53E-12	169	1.94E-11	641	2.45E-15	201	6.83E-08
Catalytic activity	104	2.57E-03	138	2.96E-09	220	2.70E-08	121	2.68E-05	486	1.90E-13	153	9.12E-05
Others	46		25		71		38		171		47	

The functional categories with *p*-value ≤ 0.05 were considered significant by hypergeometric distribution analyses using R 2.6.0 [56].

No., number of genes.

*, not significant (*p *> 0.05).

**Figure 4:**
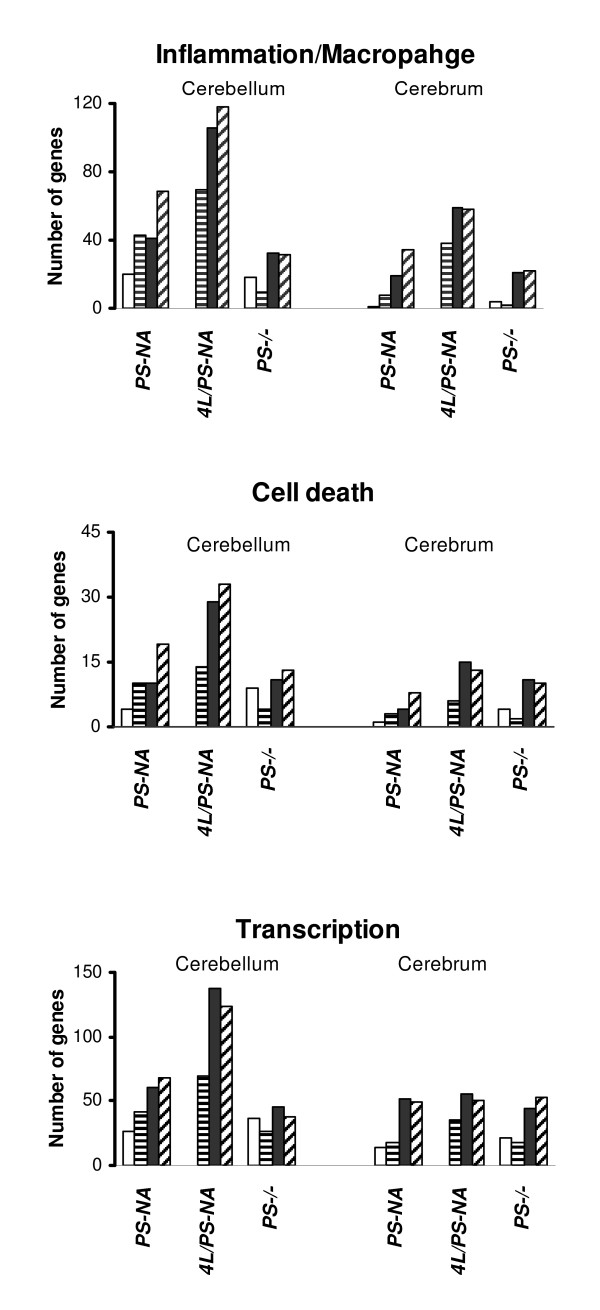
**Temporal expression of three functional categories ascribed to genes determined from the Gene Ontology (GO)**. The number of differentially expressed genes in Inflammation/Macrophage, Cell death and Transcription categories increased with age and were greater in the cerebellum than in the cerebrum. Each column represents the number of differentially expressed genes at that time point. Time points for PS-NA and 4L/PS-NA are 0 day (white columns), 4 wk (line columns), 12 wk (black columns) and 18 wk (hatched columns); for PS-/- are 0 (white columns), 10 (line columns), 20 (black columns) and 25 (hatched columns) days.

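Tnfrsf1a, the death receptor for tumor necrosis factor, increased in 4L/PS-NA mice, with log2 fold changes of 1.02 (SE 0.15, adjusted p = 0.000699) in cerebella and 0.90 (SE 0.15, adjusted p = 0.00384) in cerebra. Pmaip1, which encodes Noxa, decreased in them, at -1.12 (SE 0.27, adjusted p = 0.0232) and -1.65 (SE 0.27, adjusted p = 0.00234), and was 0.95 in PS-/- cerebella (SE 0.28, adjusted p = 0.125). Bcl2l11, which encodes Bim, increased in 4L/PS-NA cerebella by 0.84 (SE 0.18, adjusted p = 0.0106), with the divergent array included. Over all ages, 2 of the 27 genes of cell death had increased in PS-/- cerebella, 1 in PS-/- cerebra, 1 in PS-NA cerebella, 3 in 4L/PS-NA cerebella and 1 in 4L/PS-NA cerebra. In PS-NA cerebra 0 passed in limma. When adjusted over the list alone, the numbers were 3, 1, 2, 4 and 2, and 0 in PS-NA cerebra. List medians lay between -0.04 in PS-/- cerebra and 0.28 in 4L/PS-NA cerebra, and camera gave an adjusted p of 0.0109 in the latter (adjusted p = 0.103 with an estimated correlation) and 0.015 in PS-/- cerebella (adjusted p = 0.0991 with an estimated correlation).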

All three models had altered expression of many cell death associated genes (Fig. 4). The classification of down-regulated genes (Additional file 2) revealed a relatively constant number with age, implying their direct relationship to prosaposin gene deficiency. In the myelination category, PS-/- mice had more down-regulated genes than PS-NA and 4L/PS-NA mice. 

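Opalin, a membrane protein of oligodendrocytes, decreased in PS-/- mice, with log2 fold changes of -1.29 (SE 0.20, adjusted p = 0.00199) in cerebella and -1.35 (SE 0.20, adjusted p = 0.000586) in cerebra. Gal3st1, which makes sulfatide, was -1.01 (SE 0.18, adjusted p = 0.0076) in PS-/- cerebella. In 4L/PS-NA cerebella, with the divergent array included, Pllp, plasmolipin, increased by 0.69 (SE 0.16, adjusted p = 0.0206) and Aspa, which breaks down N-acetylaspartate, by 0.68 (SE 0.16, adjusted p = 0.0201). Of 22 genes of myelin and oligodendrocytes, 8 had decreased in PS-/- cerebella and 12 in PS-/- cerebra (17 and 20 when adjusted over the list alone). In PS-NA cerebella 0 passed in limma, where 4528 probe sets had an unadjusted p under 0.05, and in 4L/PS-NA cerebella 4 had increased and 0 decreased. List medians were -0.65 (adjusted p = 0.00555 from camera with an estimated correlation) and -0.70 (adjusted p = 0.00427) in PS-/- cerebella and cerebra, 0.09 and -0.10 in PS-NA mice, and 0.21 and -0.10 in 4L/PS-NA mice. The value of 0.21 passed with the preset correlation (adjusted p = 0.0142) and not with an estimated correlation (0.387), in 1 fit over all arrays or with the mean of the probe sets. The median in PS-NA cerebra was 0.03 where the arrays were centred on the median instead. Of 8 genes of oligodendrocyte precursors 4 decreased in PS-/- cerebra (1 up and 4 down when adjusted over the list alone), with a list median of -0.18 (adjusted p = 0.213 with an estimated correlation) and Bcas1, a gene of cells about to form myelin, at -0.76 (SE 0.11, adjusted p = 0.000566).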

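Stat3, which carries the signal of interleukin 6 to the nucleus, increased in PS-NA cerebra by a log2 fold change of 0.58 (SE 0.12, adjusted p = 0.0277). Socs3, its feedback inhibitor, increased in 4L/PS-NA cerebella by 1.22 (SE 0.26, adjusted p = 0.012), with the divergent array included. Cebpb, a relative of Cebpd, increased in 4L/PS-NA cerebella by 1.00 (SE 0.18, adjusted p = 0.00293) and in PS-/- cerebella by 0.88 (SE 0.15, adjusted p = 0.00466). The first of these calls of Cebpb ended with the mean of its probe sets and the second with WT mice of 20 days as the reference for 25 days. Of 893 transcription factors measured, the paper's thresholds called 34 up-regulated and 28 down-regulated in PS-/- cerebella, and 54 and 34 in PS-/- cerebra. In PS-NA cerebella 18 were up-regulated and 10 down-regulated, and in PS-NA cerebra 10 and 3. 4L/PS-NA cerebella had 92 and 83, and 4L/PS-NA cerebra 19 and 31.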

Transcription, transport and signal transduction had larger number of altered genes in PS-NA and 4L/PS-NA mice. These results reflect differential tissue and cellular responses to prosaposin deficiency and GSL accumulation with age.

To identify the transcription factors likely involved in disease progression, the commonalities of expression in these three models were analyzed (Fig. 5). As might be expected, the PS-NA gene expression patterns were similar to those found in 4L/PS-NA mice and these two were, in turn, more similar than either alone to those from PS-/- mice. 

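Gm13306, Pcdhb9 and Tmie increased in both PS-NA and 4L/PS-NA mice. In cerebra Gm13306 had a log2 fold change of 4.04 (SE 0.30, adjusted p = 4.32e-09) in PS-NA and 3.69 (SE 0.44, adjusted p = 0.000113) in 4L/PS-NA mice, and Tmie 2.06 (SE 0.25, adjusted p = 3.22e-05) and 2.94 (SE 0.31, adjusted p = 2.21e-05). Pcdhb9 was 2.96 (SE 0.13, adjusted p = 1.22e-13) and 3.04 (SE 0.17, adjusted p = 1.07e-08). The call of Tmie in PS-NA cerebra ended with the mean of its probe sets. At the paper's thresholds PS-NA and 4L/PS-NA cerebella shared 289 up-regulated genes where independent lists would share 48.2, and cerebra 78 where they would share 5.9. PS-/- and PS-NA mice shared 124 (19.4 for independent lists) in cerebella and 48 (10.4) in cerebra, and PS-/- and 4L/PS-NA mice 279 (105) and 118 (51.2). PS-NA and 4L/PS-NA mice were compared with the same WT pools, PS-/- and PS-NA mice share those of 0 days and 4 wks, and PS-/- and 4L/PS-NA mice those of 4 wks, so independent lists are too low a reference for these numbers. Across the 45037 probe sets, which are not independent replicates, the correlation of their mean folds was 0.443 in cerebella and 0.411 in cerebra, against 0.5 in simulated data in which only the WT pools were shared. At 4, 12 and 18 wks it was 0.298 (with the divergent array), 0.514 and 0.567 in cerebella and 0.371, 0.511 and 0.547 in cerebra, and the covariance of the mean folds exceeded the simulated one by 0.0278 and 0.0066. PS-/- and PS-NA mice at 0 days, compared with the same WT pools, had correlations of 0.57 in cerebella and 0.409 in cerebra (0.5 in simulated data), and their covariance minus the simulated one was 0.0408 and -0.0401. The simulated covariance was nearly the same in both regions (0.1837 and 0.1835). The WT pools of 0 days, however, correlated at 0.903 in cerebella and 0.968 in cerebra. Noise of the shared WT pools can thus move the values of models with shared WT pools, which do not measure how alike the models are. With no WT pool shared, PS-NA mice at 18 wks and 4L/PS-NA mice at 12 wks had a correlation of 0.125 in cerebella and 0.105 in cerebra, PS-NA mice at 12 wks and 4L/PS-NA mice at 18 wks 0.02 and 0.096, and the correlation of PS-/- mice at 20 days with PS-NA mice at 12 and 18 wks was 0.014 and -0.057. Against 4L/PS-NA mice the PS-/- values were 0.137 and -0.032, with 4L/PS-NA arrays of 12 and 18 wks only.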

CEBPD was the only transcription factor up-regulated in cerebra and cerebella of all three models; this was observed by 10 days in PS-/- mice, and by 4 wks in PS-NA and 4L/PS-NA mice. 

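Cebpd encodes a transcription factor of the acute-phase response that astrocytes and macrophages switch on. In PS-/- cerebella its log2 fold change was 0.65 (SE 0.27, adjusted p = 0.603) at birth, 0.05 (adjusted p = 1) at 10 days, 1.10 (adjusted p = 0.0478) at 20 days and 1.33 (adjusted p = 0.0225) at 25 days, with 2 pools against 2 at each age. In PS-/- cerebra it was 0.63 (adjusted p = 0.518), 0.09 (adjusted p = 0.992), 0.56 (adjusted p = 0.376) and 1.09 (adjusted p = 0.0375). PS-NA cerebella had 1.04 (SE 0.30, adjusted p = 0.0947) at 4 wks, 0.65 (adjusted p = 0.486) at 12 wks and 0.92 (adjusted p = 0.203) at 18 wks, and PS-NA cerebra 0.30 (adjusted p = 0.685), 0.55 (adjusted p = 0.701) and 0.96 (adjusted p = 0.479). In 4L/PS-NA cerebella the values were 0.32 (SE 0.33, adjusted p = 0.67) at 4 wks, with the divergent array included, 1.40 (adjusted p = 0.0334) at 12 wks and 1.74 (adjusted p = 0.0138) at 18 wks. 4L/PS-NA cerebra had -0.01 (adjusted p = 0.999), 1.08 (adjusted p = 0.275) and 1.44 (adjusted p = 0.0967). Over all ages a dimmer probe set of the gene had 1.15 (SE 0.39, adjusted p = 0.117) in 4L/PS-NA cerebella but -0.45 (SE 0.52, adjusted p = 0.778) in PS-/- cerebella, and with the mean of both probe sets the value in PS-/- cerebella at 20 days was -0.50. Each call at a single age ended in 3 or 4 of 4 fits without 1 pool. Those of PS-/- mice ended as well with WT mice of 20 days as the reference for 25 days or with the mean of the probe sets. The call in 4L/PS-NA cerebella at 12 wks ended without an intensity trend, in the ANOVA or without the mice of 4 wks, and that at 18 wks with the mean of the probe sets. At the paper's thresholds 0 transcription factors were called up-regulated in both regions of all 3 models in limma; Cebpd missed the call in PS-NA cerebra only. Cebpd was that 1 factor where the arrays were centred on the median, or without PS-NA cerebellum at 12 wks, replicate 1 or 2, or WT cerebellum at 12 wks, replicate 2. Cebpa was it where dim probe sets were removed or without PS-/- cerebrum at 25 days, replicate 1.

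**Figure D1:**
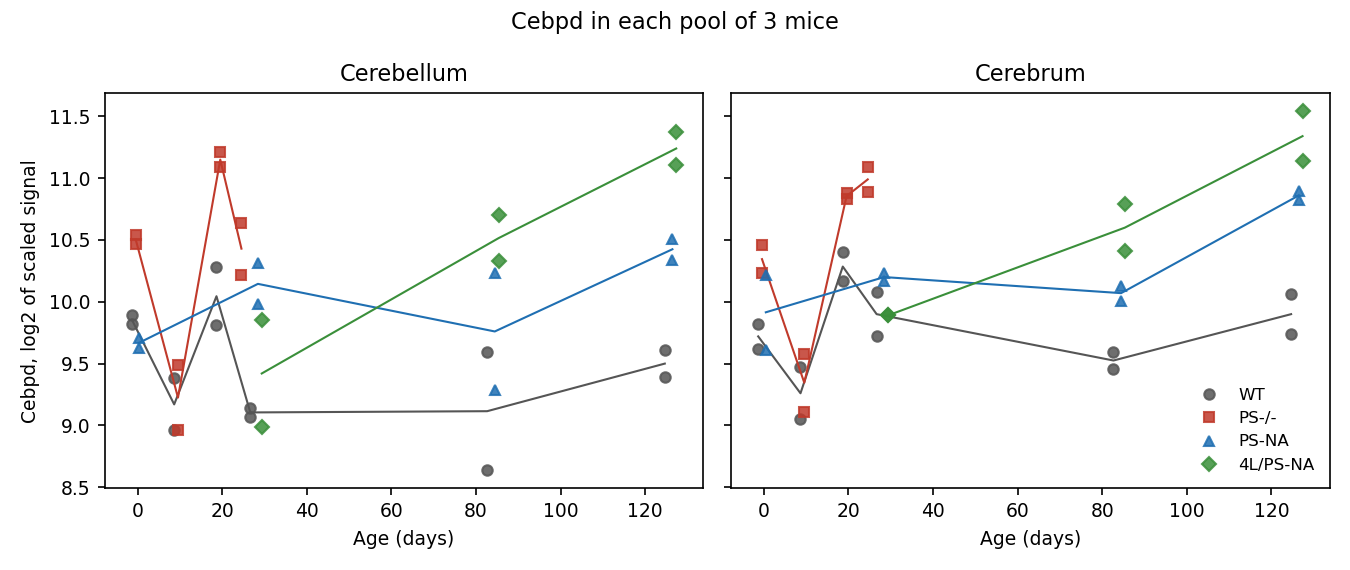
Log2 scaled signal of Cebpd (vertical axis) in each pool against age in days (horizontal axis), in cerebella and cerebra of the 4 genotypes. Points are pools of 3 mice, lines join group means, and genotypes are set slightly apart along the age axis; at 18 wks the PS-NA and 4L/PS-NA pools lie above the WT pools in cerebella.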

CEBPD is a member of CCAAT/enhancer-binding protein family. The expression of CEBPD is found in brain throughout development and into adulthood [11]. The age-dependent expression of CEBPD suggests its participation in the propagation and/or initiation of disease processes in prosaposin deficient mice. Two other transcription factors (Fig. 5), Atf3 and Nfia, were differentially expressed in PS-NA and 4L/PS-NA cerebella and cerebra. 

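Atf3, which stressed and injured neurons induce, increased over all ages in 4L/PS-NA cerebella, with a log2 fold change of 1.94 (SE 0.44, adjusted p = 0.0165) and the divergent array included. That call ended in 4 of 12 fits without 1 pool and under array weights or with mice of 12 and 18 wks only, both settings chosen after the data were seen. In 4L/PS-NA cerebra Atf3 was 1.10 (SE 0.44, adjusted p = 0.321), in PS-NA cerebella 0.79 (SE 0.35, adjusted p = 0.433) and in PS-NA cerebra 0.66 (SE 0.35, adjusted p = 0.637). Nfia, a nuclear factor of developing glia, has several probe sets, and the brightest gave -0.40 (SE 0.15, adjusted p = 0.336) in PS-NA cerebella and -0.68 (SE 0.21, adjusted p = 0.0895) in 4L/PS-NA cerebella. In cerebra it gave -0.31 (adjusted p = 0.61) in PS-NA mice and -0.04 (adjusted p = 0.976) in 4L/PS-NA mice.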

Atf3 (activating transcription factor 3) is a member of CREB family of basic leucine zipper transcription factors whose expression begins after birth. 

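By age, Atf3 had log2 fold changes of -1.02 (SE 0.70, adjusted p = 0.67) at birth, 1.2 (adjusted p = 0.47) at 4 wks, 1.02 (adjusted p = 0.692) at 12 wks and 1.97 (adjusted p = 0.267) at 18 wks in PS-NA cerebella. In 4L/PS-NA cerebella it was 1.93 (SE 0.76, adjusted p = 0.215) at 4 wks, with the divergent array included, 2.24 (adjusted p = 0.145) at 12 wks and 1.64 (adjusted p = 0.506) at 18 wks. PS-NA cerebra had -0.98 (adjusted p = 0.537), 2.06 (adjusted p = 0.411) and 0.97 (adjusted p = 0.888) at 4, 12 and 18 wks, and 4L/PS-NA cerebra -0.07 (adjusted p = 0.991), 2.72 (adjusted p = 0.196) and 0.65 (adjusted p = 0.989). No age passed by itself, and this probe set is dim, with a mean of 7.72 on the log2 scale.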

In the cerebella of PS-NA and 4L/PS-NA mice, increases of Atf3 expression started at 4 wks and in cerebra at 12 and 18 wks. 

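In cerebella of PS-/- mice, Atf3 had a log2 fold change of -1.05 (SE 0.68, adjusted p = 0.765) at birth, 1.21 (adjusted p = 0.849) at 10 days, 1.62 (adjusted p = 0.279) at 20 days and 2.20 (adjusted p = 0.181) at 25 days. In PS-/- cerebra it was -0.10 (adjusted p = 0.988), -1.36 (adjusted p = 0.842), 1.71 (adjusted p = 0.26) and 1.35 (adjusted p = 0.416). Over the 4 ages the mean was 1.00 (SE 0.34, adjusted p = 0.187) in cerebella, within the paper's thresholds, and 0.40 (SE 0.34, adjusted p = 0.682) in cerebra. The difference between PS-/- and the other models was not tested for this gene.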

Atf3 expression was not altered in PS-/- mice during their 4 wk lifespan. The down-regulated transcription factor Nfia (nuclei factor Ia) is a member of CCAAT box binding transcription factor family. Nfia is expressed early in embryonic development to adulthood, and is involved in development of multiple organs, including the hippocampus [12] and cerebellar granular cells [13]. 

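For Nfia the probe set listed in Additional file 1 had log2 fold changes of -1.80 (SE 0.14, adjusted p = 8.46e-09) in PS-NA cerebella and -1.93 (SE 0.14, adjusted p = 4.3e-09) in PS-NA cerebra. In 4L/PS-NA mice it was -2.21 (SE 0.15, adjusted p = 5.14e-08) in cerebella and -1.87 (SE 0.15, adjusted p = 8.61e-07) in cerebra. PS-/- mice had -0.28 (SE 0.15, adjusted p = 0.441) and -0.26 (SE 0.15, adjusted p = 0.476). The probe set's mean signal was 11.12 on the log2 scale, below the 13.28 of the brightest, which did not pass in any comparison. Of the other probe sets, 0 were called in PS-NA mice and 3 in 4L/PS-NA mice. Those 3 had values of -0.90 (SE 0.19, adjusted p = 0.0109), -1.44 (SE 0.30, adjusted p = 0.0105) and -2.56 (SE 0.54, adjusted p = 0.0112) in cerebella, with the divergent array included. With the mean of all its probe sets, the value of Nfia at 12 wks was -1.70 in 4L/PS-NA cerebella and -1.37 in 4L/PS-NA cerebra, where the brightest gave 0.02 and 0.04.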

The levels of Nfia were consistently low in cerebrum and cerebellum of PS-NA and 4L/PS-NA mice, but were not altered in PS-/- mice. Atf3 and Nfia could be potential candidates that regulate disease progression in prosaposin deficiency at later ages.

**Figure 5:**
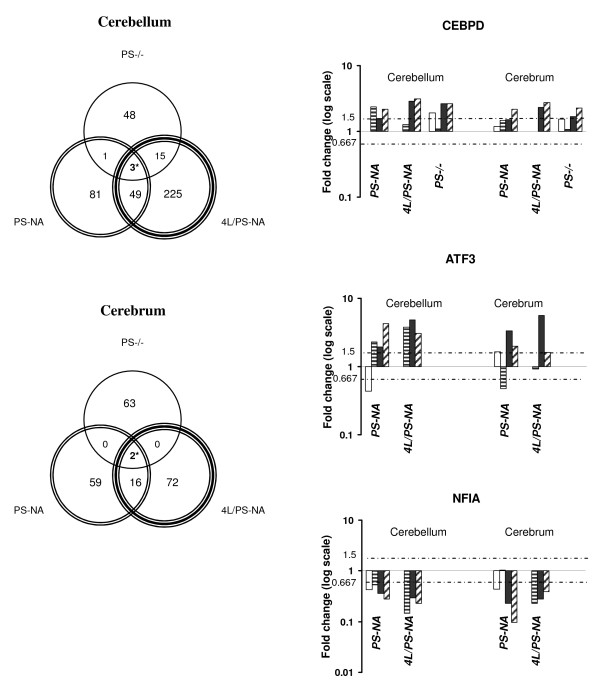
**Regional and temporal expression of transcription genes**. (Left) Venn diagrams of the differentially expressed genes in PS-/-, PS-NA and 4L/PS-NA cerebellum (upper) and cerebrum (lower). The numbers in various regions represent the total of significantly differentially expressed genes in the intersection or complements. For example, 292 genes were significantly differentially expressed in 4L/PS-NA, whereas only 3 genes were shared in PS-/-, PS-NA and 4L/PS-NA cerebellum. Very few genes were shared in three models: Three genes (3*; CEBPD, Efemp1 and Neurod6) in cerebellum and two genes (2*; CEBPD and Man2B1) in cerebrum. Only CEBPD is the common gene in two tissues of three models. There are additional 49 or 16 genes shared by PS-NA or 4L/PS-NA in cerebellum and cerebrum (Atf3, Nfia, etc.). (Right) Expression changes of three shared transcription factors. The expression of CEBPD and Atf3 was increased and Nfia was decreased. Atf3 and Nfia were not altered in PS-/-. Each column presents the fold change at each time point. The dotted lines represent ± 1.5 fold. Time points for PS-NA and 4L/PS-NA are 0 day (white columns), 4 wk (line columns), 12 wk (black columns) and 18 wk (hatch columns); for PS-/- are 0 (white columns), 10 (line columns), 20 (black columns) and 25 (hatch columns) days.

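Efemp1, an extracellular matrix protein, had a log2 fold change of 0.45 (SE 0.24, adjusted p = 0.442) in PS-/- cerebella, 0.52 (SE 0.14, adjusted p = 0.117) in PS-NA cerebella and 0.93 (SE 0.17, adjusted p = 0.00404) in 4L/PS-NA cerebella. Neurod6, a factor of cortical neurons, was 0.71 (SE 0.18, adjusted p = 0.0678), 0.59 (SE 0.15, adjusted p = 0.0576) and 0.19 (SE 0.44, adjusted p = 0.873) in these cerebella, and 13 other genes of forebrain neurons had medians of 0.09, 0.22 and 0.62. Man2b1, the lysosomal α-mannosidase, increased in cerebra of each model, by 0.55 (SE 0.12, adjusted p = 0.0114) in PS-/-, 0.56 (SE 0.11, adjusted p = 0.0144) in PS-NA and 1.24 (SE 0.13, adjusted p = 3.35e-05) in 4L/PS-NA mice. The first of these calls ended with WT mice of 20 days as the reference for 25 days, the second in 5 of 16 fits without 1 pool and without an intensity trend, and both with the mean of the gene's probe sets. At the paper's thresholds 106 genes were up-regulated and 21 down-regulated in cerebella of all 3 models, with the divergent array included, and 34 and 4 in cerebra. Of the 106, Cebpa, Cebpb and Cebpd are transcription factors, and of the 34, Stat3. At an adjusted p under 0.05 the numbers up-regulated were 30 and 12, with 0 transcription factors in limma.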

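Over all ages, Cebpd had log2 fold changes of 0.78 (SE 0.13, adjusted p = 0.00479) in PS-/- cerebella, 0.59 (SE 0.13, adjusted p = 0.0193) in PS-/- cerebra, 0.60 (SE 0.15, adjusted p = 0.0634) in PS-NA cerebella and 0.50 (SE 0.15, adjusted p = 0.287) in PS-NA cerebra. It was 1.15 (SE 0.19, adjusted p = 0.00168) in 4L/PS-NA cerebella and 0.84 (SE 0.19, adjusted p = 0.0398) in 4L/PS-NA cerebra. No difference between regions passed, at 0.19 (SE 0.19, adjusted p = 0.893) in PS-/-, 0.10 (SE 0.21, adjusted p = 0.992) in PS-NA and 0.32 (SE 0.27, adjusted p = 0.844) in 4L/PS-NA mice. In PS-/- cerebra the call ended without PS-/- cerebrum at 10 days, replicate 1 (0.53), or the first replicate of WT cerebrum at 0 days (0.57), 20 days (0.56) or 4 wks (0.55), and with WT mice of 20 days as reference for 25 days, where cerebella had 0.55 and cerebra 0.49 and neither passed. The replicate block also ended the call in PS-/- cerebra, at 0.59. In 4L/PS-NA cerebra it ended in 10 of 12 fits without 1 pool (0.77 to 0.90), all but those without 4L/PS-NA cerebrum replicate 1 at 4 or 12 wks, and without an intensity trend or in the ANOVA. PS-NA cerebella passed without PS-NA cerebellum at 12 wks, replicate 2, or WT cerebellum at 12 wks, replicate 2 (0.72 each). They also passed where the arrays were centred on the median (0.73), with dim probe sets removed and in 1 fit over all arrays (0.60 each). With the mean of both probe sets, PS-/- cerebella had 0.17, PS-/- cerebra 0.28 and 4L/PS-NA cerebra 0.74, and these did not pass. At the paper's thresholds 19 genes were up-regulated in both regions of all 3 models: C1qa, C1qb, C1qc, C3ar1, Cd68, Ctsa, Ctsd, Ctsz, Cyba, Gfap, Grn, Gusb, H2-K1, Lgals1, Lgals3, Lgals3bp, Lgals9, Man2b1 and Tyrobp. A gene counts here if any of its probe sets was called; the brightest of H2-K1 decreased in 4L/PS-NA cerebella, at -0.82 (SE 0.11, adjusted p = 0.000233). Without WT cerebrum at 0 days, replicate 1, 11 such genes were left. At an adjusted p under 0.05 there were 7, C1qb, C1qc, C3ar1, Cd68, Ctsz, Gfap and Lgals3, and 1 to 11 in fits without 1 pool (14 of 68 moved the number by more than 1.5 times).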

The down-regulated genes were analyzed by K-means clustering for similarities in expression profiles throughout development (Fig. 6). 

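Mag, an adhesion protein between myelin and axon, decreased over all ages in PS-/- mice, with log2 fold changes of -0.76 (SE 0.15, adjusted p = 0.0178) in cerebella and -1 (SE 0.15, adjusted p = 0.00089) in cerebra. Ugt8a, which makes the myelin lipid galactosylceramide, was -0.98 (SE 0.18, adjusted p = 0.00867) and -1.04 (SE 0.18, adjusted p = 0.00225), and Lpar1, a receptor of oligodendrocytes for lysophosphatidic acid, -0.75 (SE 0.15, adjusted p = 0.0175) and -1.02 (SE 0.15, adjusted p = 0.000714). Cnp, a myelin enzyme, decreased in PS-/- cerebra, at -0.56 (SE 0.08, adjusted p = 0.00089), and S1pr5, a sphingosine receptor, at -1.05 (SE 0.16, adjusted p = 0.00089). The brightest probe set of Mbp, myelin basic protein, gave -0.24 (SE 0.10, adjusted p = 0.317) in cerebella and -0.30 (SE 0.10, adjusted p = 0.155) in cerebra, where the probe set listed in Additional file 1 decreased, at -0.79 (adjusted p = 0.00173), a call that ended with 1 fit over all arrays. At 10 days Mag was -0.79 (SE 0.31, adjusted p = 0.67) in cerebella and -1.66 (SE 0.31, adjusted p = 0.0914) in cerebra, and at 20 days -1.52 (adjusted p = 0.0185) and -1.44 (adjusted p = 0.0267). The calls of Mag in cerebella and at 20 days ended where the arrays were centred on the median, without an intensity trend or in the ANOVA. The former also ended in 3 of 16 fits without 1 pool, and those at 20 days in 4 of 4 such fits in cerebella and 3 of 4 in cerebra. The call of Lpar1 in cerebella ended in 4 of 16 such fits, without an intensity trend, in the ANOVA and with WT mice of 20 days as the reference for 25 days. Of the 22 genes of myelin and oligodendrocytes, 0 passed at 10 days in limma in either region, where 2885 and 2686 probe sets had an unadjusted p under 0.05. The list median at 10 days was -0.78 (adjusted p = 0.0276 from camera with an estimated correlation) in cerebella and -0.89 (adjusted p = 0.0162) in cerebra. At 20 days it was -0.98 in both, with 6 and 5 genes decreased, and at 25 days -0.54 and -0.93. The 9 genes of Fig. 6, which the paper chose from these samples and which are not independent evidence, had medians of -0.74 and -1 over all ages, with 5 and 8 decreased over all probe sets and 8 and 9 when adjusted over the list alone.

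**Figure D2:**
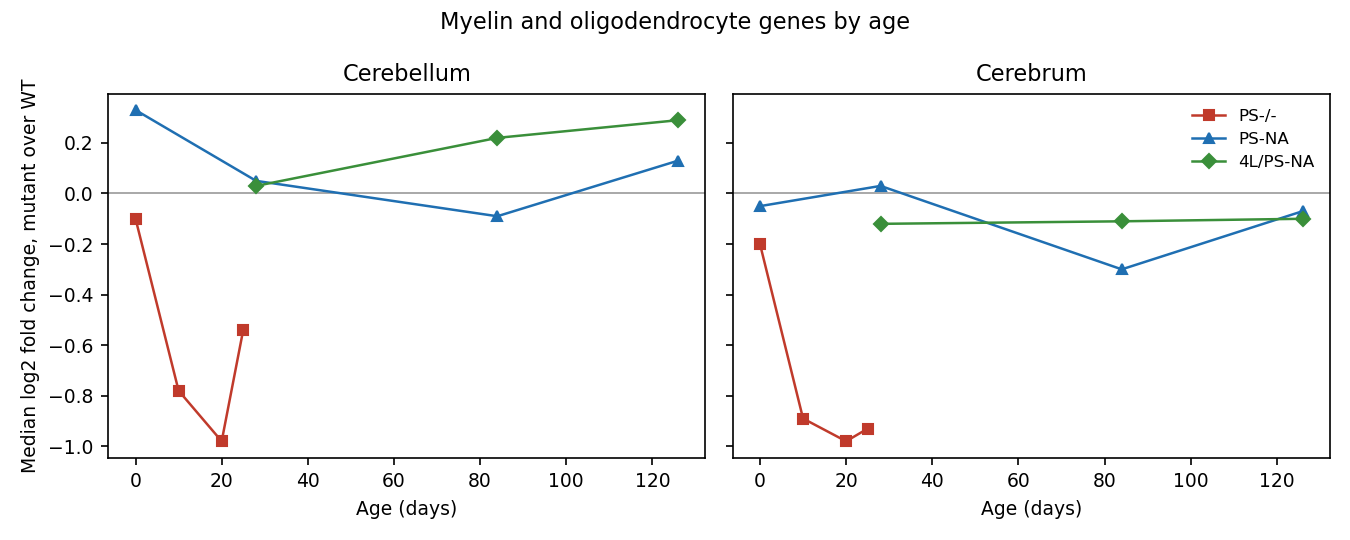
Median log2 fold change, mutant over WT, of the 22 genes of myelin and oligodendrocytes (vertical axis) against age in days (horizontal axis), in cerebella and cerebra. Each point is 1 model at 1 age, with 2 pools against 2, and lines join the ages of a model; the PS-/- medians lie between -0.54 and -0.98 from 10 to 25 days.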

The myelination-associated genes with similar expression profiles showed decreased expression levels in cerebellum and cerebrum of PS-/- mice by 10 days compared to WT (Fig. 6 and Additional file 2). These genes were not significantly altered in PS-NA and 4L/PS-NA mice. This result is consistent with findings that hypomyelination is a major component of the phenotype in PS-/- mice, but not of PS-NA mice [1,7]. 

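In PS-NA mice Mag had a log2 fold change of 0.00 (SE 0.12, adjusted p = 0.999) in cerebella and 0.21 (SE 0.12, adjusted p = 0.671) in cerebra, and in 4L/PS-NA mice 0.26 (SE 0.13, adjusted p = 0.334) and 0.07 (SE 0.13, adjusted p = 0.916). Ugt8a was -0.02 and -0.12 in PS-NA mice, and 0.28 and -0.33 in 4L/PS-NA mice, none of which passed. Of the genes of Fig. 6, 0 passed in PS-NA mice in limma in either region. With the divergent array included, 2 of them increased in 4L/PS-NA cerebella. Lpar1 increased by 0.64 (SE 0.17, adjusted p = 0.0432), a call that ended in 10 of 12 fits without 1 pool and in 6 settings. Mobp, a basic protein of myelin, increased by 0.67 (SE 0.15, adjusted p = 0.0158). The call of Mobp ended in 4 of 12 fits without 1 pool and in 5 settings, and it was -0.17 with the mean of its probe sets. Another probe set of Mobp decreased in PS-/- mice, at -1.38 in cerebella (adjusted p = 0.00121) and -1.14 in cerebra (adjusted p = 0.0029). The difference between PS-/- and the other models was not tested for these genes.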

PS-NA and 4L/PS-NA mice showed losses of cerebellar Purkinje cells (Fig. 2). 

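Calb1, which encodes the calcium buffer calbindin of Purkinje cells, decreased in 4L/PS-NA cerebella, with a log2 fold change of -0.33 (SE 0.26, adjusted p = 0.554) at 4 wks, -1.28 (adjusted p = 0.0158) at 12 wks and -2.10 (adjusted p = 0.000321) at 18 wks. The call at 12 wks ended in all 4 fits without 1 of its pools, and without an intensity trend. In PS-NA cerebella it was -0.04 at 4 wks, -0.38 (SE 0.19, adjusted p = 0.536) at 12 wks and -1.08 (adjusted p = 0.00314) at 18 wks, a call that ended in 2 of 4 such fits. Both of these calls ended where the arrays were centred on the median or with the mean of the gene's probe sets. Pcp2, another protein of Purkinje cells, was -0.31 (SE 0.80, adjusted p = 0.951) and -1.25 (adjusted p = 0.651) in PS-NA cerebella and -1.19 (SE 1.17, adjusted p = 0.748) and -1.88 (adjusted p = 0.703) in 4L/PS-NA cerebella at 12 and 18 wks. Over all ages Rgs8, a regulator of G proteins in Purkinje cells, decreased in PS-NA cerebella, at -0.65 (SE 0.10, adjusted p = 0.000464), and in 4L/PS-NA cerebella, at -1.12 (SE 0.18, adjusted p = 0.00142) with the divergent array included. Homer3, a scaffold of their dendritic spines, was -1.54 (SE 0.25, adjusted p = 0.00154) and Gng13, a G protein subunit, -1.5 (SE 0.25, adjusted p = 0.00142) in 4L/PS-NA cerebella. Of 12 Purkinje cell genes measured, 1 decreased in PS-NA and 6 in 4L/PS-NA cerebella (7 and 11 when adjusted over the list alone). The list median was -0.93 in PS-NA cerebella at 18 wks (adjusted p = 0.00409 from camera with an estimated correlation), and -1.17 (adjusted p = 0.0371) and -1.88 (adjusted p = 0.0106) in 4L/PS-NA cerebella at 12 and 18 wks.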

Down-regulation of Calb1 (Calbindin 28 k) and Pcp2 (Purkinje cell protein 2) was detected by 12 wks in cerebella from PS-NA and 4L/PS-NA mice (Fig. 6). Grid 2 is a delta 2 glutamate receptor that controls synaptic plasticity in Purkinje cells [14]. Decreases of Grid 2 were found in the cerebellum from 4L/PS-NA mice suggesting the loss of Purkinje cells was related to synaptic arborization. 

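Set directly against PS-NA mice, Creg2 was lower in 4L/PS-NA cerebra by -1.94 on the log2 scale (SE 0.31, adjusted p = 7.32e-05), and Calb1 in 4L/PS-NA cerebella by -0.74 (SE 0.14, adjusted p = 0.000909). Creg2 differed in cerebella by -0.85 (SE 0.31, adjusted p = 0.11). Purkinje cell genes were lower in 4L/PS-NA than in PS-NA cerebella, 5 of 12, with a median difference of -0.64 (adjusted p = 0.00951 from camera with an estimated correlation). The number of probe sets lower in 4L/PS-NA than in PS-NA mice was 1244 in cerebella, with the divergent array included, and 774 in cerebra. With the actin 3' to 5' ratio of each pool as a covariate, a test chosen after the values were seen, it was 293 and 175. In that fit the Purkinje cell genes had a median difference of -0.34 (adjusted p = 0.173 with an estimated correlation), with 1 of 12 lower, Calb1 -0.76 (SE 0.21, adjusted p = 0.0608) in cerebella and Creg2 -1.63 (SE 0.33, adjusted p = 0.0039) in cerebra. Without 1 pool the probe sets that differed in either direction, 2022 and 1178, numbered from 1071 to 7757 and from 421 to 2184. Genes called down-regulated against WT over all ages numbered 206 in PS-NA cerebella and 48 in PS-NA cerebra, and 1470 and 516 in 4L/PS-NA mice.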

Overall, PS-NA mice had fewer down-regulated genes than 4L/PS-NA mice (Table 3 and Additional file 2); this was likely associated with the more rapid development of neurological signs in 4L/PS-NA mice than in PS-NA mice, as well as the degree of GC accumulation. In cerebrum, three down-regulated genes were shared in the PS-NA and 4L/PS-NA brains. Creg2, a cellular repressor of the E1A-stimulated gene, is specifically expressed in hippocampus and is involved in cellular differentiation [15]. Kcnn2 (Ca^2+^-activated K^+ ^channel type 2) modulates aspects of hippocampal learning, memory, and synaptic plasticity [16] and is expressed only in the brain. Clasp2 (cytoplasmic linker protein associating protein) binds to microtubule ends and is involved in cytoskeletal organization [17]. 

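Creg2, measured by 1 probe set, had log2 fold changes over all ages of -1.69 in both regions of PS-NA mice (SE 0.26, adjusted p = 0.000625 in cerebella and 0.000972 in cerebra), -2.09 (SE 0.25, adjusted p = 7.38e-05) in 4L/PS-NA cerebella and -3.42 (SE 0.25, adjusted p = 3.73e-07) in 4L/PS-NA cerebra. Kcnn2, a potassium channel opened by calcium and also measured by 1 probe set, decreased in cerebra, at -0.68 (SE 0.10, adjusted p = 0.000673) in PS-NA and -1.17 (SE 0.13, adjusted p = 4.52e-05) in 4L/PS-NA mice. It was -0.26 (SE 0.10, adjusted p = 0.346) in PS-NA cerebella and -0.47 (SE 0.13, adjusted p = 0.0507) in 4L/PS-NA cerebella. The call in PS-NA cerebra ended where the arrays were centred on the median. Clasp2, which steadies the ends of microtubules, decreased by its brightest probe set in PS-NA mice, at -0.68 (SE 0.10, adjusted p = 0.000456) in cerebella and -0.69 (SE 0.10, adjusted p = 0.000589) in cerebra, and in 4L/PS-NA mice, at -0.55 (SE 0.13, adjusted p = 0.0268) and -0.61 (SE 0.13, adjusted p = 0.031). The calls in 4L/PS-NA mice ended in 9 and 10 of 12 fits without 1 pool and in 3 and 4 settings besides, and all 4 ended with the mean of the gene's probe sets. The probe set listed in Additional file 1 gave -0.71 (SE 0.15, adjusted p = 0.0184) and -0.65 (adjusted p = 0.0634) in PS-NA and -2.17 (SE 0.41, adjusted p = 0.00529) and -1.81 (adjusted p = 0.0394) in 4L/PS-NA mice. It increased in PS-/- cerebra, by 0.53 (adjusted p = 0.0405). These calls ended in 6 of 16, 0 of 12, 10 of 12 and 10 of 16 fits without 1 pool and in 3, 1, 5 and 5 settings, in the order PS-NA cerebella, 4L/PS-NA cerebella, 4L/PS-NA cerebra and PS-/- cerebra. Another probe set of Clasp2 decreased in cerebella by -1.19 (SE 0.13, adjusted p = 4.11e-06) in PS-NA and -1.95 (SE 0.29, adjusted p = 0.000704) in 4L/PS-NA mice.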

Down-regulation of Kcnn2, Creg2 and Clasp2 suggests defects in cellular differentiation and synaptic activity in PS-NA and 4L/PS-NA mouse brains.

**Figure 6:**
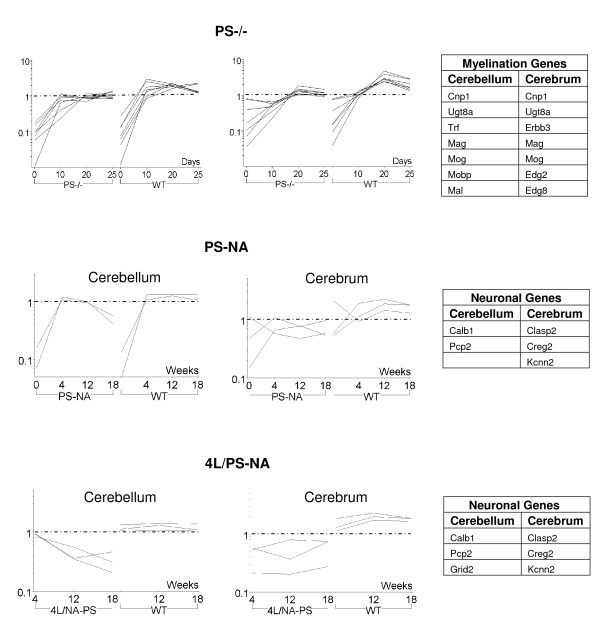
**Down regulated gene expression profiles by K-means clustering analyses**. Upper panels: Expression levels of myelin associated genes were lower in cerebellum and cerebrum of PS-/- mice at 20–25 days compared to WT mice. Middle and Lower panels: Purkinje cell genes, Calbindin (Calb1) and Pcp2, had increase of expression in WT cerebellum with age. Expression of Calb1 and Pcp2 decreased in the cerebellum of PS-NA and 4L/PS-NA mice by 12 wks. Grid2 that also expressed in Purkinje cells was only decreased in 4L/PS-NA cerebellum. In PS-NA and 4L/PS-NA cerebrum, Clasp2, Creg2 and Kcnn2 were decreased compared to WT. Expression profiles for each cluster are shown as the log scale ratio of signal intensity to the median signal intensity across all samples with age (days or weeks). The right side tables show the genes in the clustering.

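Genes that microglia and macrophages express increased in all 3 models. Over all ages Cd68 had log2 fold changes of 1.69 (SE 0.16, adjusted p = 1.08e-06) in PS-/- cerebella, 1.85 (SE 0.16, adjusted p = 5.54e-08) in PS-NA cerebella and 3.29 (SE 0.16, adjusted p = 1.24e-09) in 4L/PS-NA cerebella, with the divergent array included. In cerebra it was 1.26 (SE 0.16, adjusted p = 0.000171), 0.83 (SE 0.16, adjusted p = 0.0133) and 1.88 (SE 0.16, adjusted p = 2.3e-06); the second call ended in 5 of 16 fits without 1 pool. Csf1, a growth factor of these cells, increased in 4L/PS-NA cerebella by 0.90 (SE 0.17, adjusted p = 0.00378; not with the mean of its probe sets), was 0.52 (adjusted p = 0.0922) in PS-NA cerebella, a difference of 0.50 (adjusted p = 0.0694), and -0.01 in PS-/- cerebella. Tyrobp increased by 1.82 (SE 0.14, adjusted p = 8.46e-09) in PS-NA cerebella, and the macrophage lysozyme Lyz2 by 2.50 (SE 0.25, adjusted p = 1.3e-05) in 4L/PS-NA cerebra. Of 9 genes of complement and MHC class I, 2 increased in PS-/- cerebella, among them B2m, the MHC class I light chain, by 0.68 (SE 0.13, adjusted p = 0.00981). The same list had 4 genes increased and 2 decreased in 4L/PS-NA cerebella, where Tap1, a peptide transporter, was 1.11 (SE 0.20, adjusted p = 0.00378) and H2-D1 -0.58 (SE 0.11, adjusted p = 0.00362). When adjusted over the list alone, 5 increased in each, and the list had adjusted p = 0.0602 and adjusted p = 0.497 with an estimated correlation. The microglial and macrophage list, which holds C1qa, C1qb, C1qc and Cd68 that the paper names from these samples, had medians of 0.87 and 0.53 in PS-/- cerebella and cerebra, 1.11 and 0.43 in PS-NA mice, and 1.77 and 1.18 in 4L/PS-NA mice. With an estimated correlation camera gave adjusted p = 0.00427, 0.0122, 0.00143, 0.0534, 0.00427 and 0.00545, in that order. Its median was 0.32 at birth and 2.16 at 18 wks in PS-NA cerebella (adjusted p = 0.00178 at 18 wks with an estimated correlation), and 0.33 at birth in PS-/- cerebella.

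**Figure D3:**
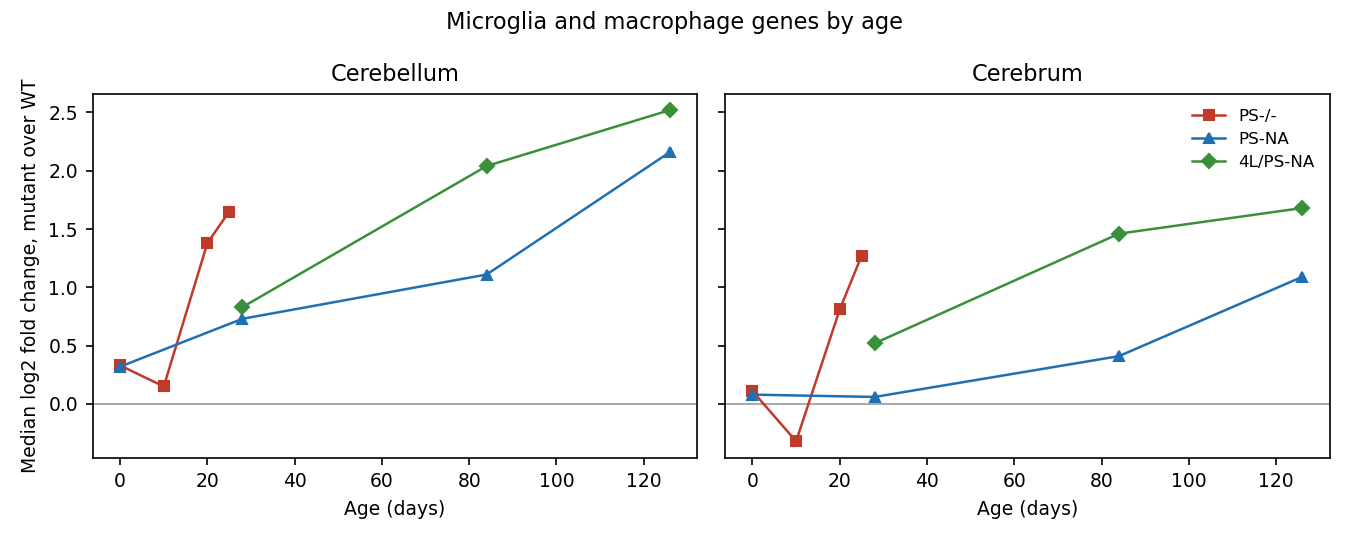
Median log2 fold change, mutant over WT, of the 27 microglial and macrophage genes (vertical axis) against age in days (horizontal axis), in cerebella and cerebra. Each point is 1 model at 1 age, with 2 pools against 2, and lines join the ages of a model; the highest median is 2.52, in 4L/PS-NA cerebella at 18 wks.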

With the disease progression, increasing numbers of proinflammatory associated genes (macrophage genes, cytokines, chemokines, complemented molecules, CD molecules, ECM and adhesion molecules, MHC) showed increased mRNA levels in brains of all three models (Additional file 1) and included the macrophage expressed genes: Csf, Ccl3, CD68, C1q, Lgals3. GFAP level increases indicated astrogliosis in the PS deficiency diseases (Additional file 1 and Fig. 7). 

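Gfap, the filament protein of astrocytes, increased over all ages in PS-/- mice, with log2 fold changes of 0.79 (SE 0.16, adjusted p = 0.0215) in cerebella and 0.82 (SE 0.16, adjusted p = 0.0081) in cerebra. Both calls ended with WT mice of 20 days as the reference for 25 days, and the first in 6 of 16 fits without 1 pool, without an intensity trend and in the ANOVA. PS-NA mice had 1.50 (SE 0.16, adjusted p = 1.71e-06) and 0.60 (SE 0.16, adjusted p = 0.158). The probe set listed in Additional file 1 gave 0.68 (adjusted p = 0.0234) in PS-NA cerebra, a call that ended in 11 of 16 such fits and 3 settings. Gfap was 1.94 (SE 0.19, adjusted p = 8.13e-06) in 4L/PS-NA cerebella, with the divergent array included, and 1.06 (SE 0.19, adjusted p = 0.007) in 4L/PS-NA cerebra. Of other genes that reactive astrocytes switch on, Steap4, a metalloreductase, increased by 3.61 (SE 0.34, adjusted p = 3.88e-06) in 4L/PS-NA cerebella and 1.75 (SE 0.30, adjusted p = 0.00219) in PS-NA cerebella. Cd109, a surface protein, increased by 1.59 (SE 0.27, adjusted p = 0.00408) in PS-/- cerebella. The oncostatin M receptor Osmr increased by 0.78 (SE 0.16, adjusted p = 0.0114) in PS-/- cerebra and 1.22 (SE 0.18, adjusted p = 0.00117) in 4L/PS-NA cerebra. Of 15 reactive astrocyte genes, 3, 5, 6, 0, 12 and 9 increased in the cerebella and cerebra of PS-/-, PS-NA and 4L/PS-NA mice, in that order (8, 9, 12, 2, 12 and 13 when adjusted over the list alone). Of 12 genes that astrocytes express whether reactive or not, 1 increased and 1 decreased, both in 4L/PS-NA cerebella: the water channel Aqp4, by 0.82 (SE 0.18, adjusted p = 0.014), and the glutamate transporter Slc1a3, at -0.66 (SE 0.13, adjusted p = 0.00582). When adjusted over that list alone, 2 increased and 1 decreased there.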

The expression levels of proinflammatory associated genes were up-regulated by 4 wks and before neurological impairment. 

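At 4 wks C1qa, a chain of the complement protein C1q, had log2 fold changes of 0.91 (SE 0.25, adjusted p = 0.0818) in PS-NA cerebella and 0.69 (SE 0.25, adjusted p = 0.162) in PS-NA cerebra. In 4L/PS-NA mice of 4 wks it was 1.21 (SE 0.22, adjusted p = 0.0215) in cerebella, with the divergent array included, and 1.04 (SE 0.22, adjusted p = 0.0778) in cerebra; the first call ended in 1 of 4 fits without 1 of its pools, where the arrays were centred on the median, without an intensity trend and under array weights. Cd68 was 1.98 (SE 0.28, adjusted p = 0.00296) in 4L/PS-NA cerebella at that age and 0.75 (adjusted p = 0.399) in cerebra; the call ended in 1 of 4 such fits and under array weights. Of the 27 microglial and macrophage genes, 2 passed at 4 wks in PS-NA cerebella, and 4 and 1 in 4L/PS-NA mice. In PS-NA cerebra 0 passed in limma, where 7037 probe sets had an unadjusted p under 0.05. The list medians at 4 wks were 0.73 (adjusted p = 0.325 with an estimated correlation) in PS-NA cerebella, 0.06 in PS-NA cerebra, 0.83 (adjusted p = 0.245) in 4L/PS-NA cerebella and 0.52 (adjusted p = 0.394) in 4L/PS-NA cerebra. In PS-/- mice C1qa was 1.80 (SE 0.27, adjusted p = 0.00131) at 20 days and 2.55 (adjusted p = 7.99e-06) at 25 days in cerebella.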

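Mmp12, the elastase of macrophages, increased in 4L/PS-NA mice, with log2 fold changes of 3.76 (SE 0.36, adjusted p = 4.8e-06) in cerebella, with the divergent array included, and 3.03 (SE 0.36, adjusted p = 9.7e-05) in cerebra. In PS-NA cerebella it was 1.39 (SE 0.35, adjusted p = 0.0765) over all ages and 4.65 (adjusted p = 0.000614) at 18 wks. Timp1, an inhibitor of such proteases, increased by 1.25 (SE 0.23, adjusted p = 0.00381) in PS-/- cerebra, 1.92 (SE 0.25, adjusted p = 0.000142) in 4L/PS-NA cerebella and 0.97 (SE 0.21, adjusted p = 0.0255) in PS-NA cerebella. The last of these calls ended in 9 of 16 fits without 1 pool. The brightest probe set of Timp2 did not pass, with at most 0.59 (SE 0.17, adjusted p = 0.0683) in 4L/PS-NA cerebella. The one listed in Additional file 1 increased there by 1.03 (adjusted p = 0.000258) and in PS-NA cerebella by 0.81 (adjusted p = 1.19e-05). Itgb2, the chain of integrin b2, increased in PS-/- cerebra by 0.85 (SE 0.22, adjusted p = 0.0417), a call that ended in 12 of 16 fits without 1 pool and in 4 settings. Among cathepsins, Ctss, which macrophages make, increased by 0.67 (SE 0.11, adjusted p = 0.0045) in PS-/- cerebella, 0.89 (SE 0.13, adjusted p = 0.000191) in PS-NA cerebella and 1.13 (SE 0.15, adjusted p = 0.000282) in 4L/PS-NA cerebella. Ctsb was 0.47 (SE 0.07, adjusted p = 0.00089) in PS-/- cerebra and Ctsd 0.92 (SE 0.15, adjusted p = 0.00336) in 4L/PS-NA cerebra. Of 11 cathepsins, 3, 6, 4, 2, 8 and 4 increased in the cerebella and cerebra of PS-/-, PS-NA and 4L/PS-NA mice, in that order (8, 8, 9, 4, 9 and 7 when adjusted over the list alone). The list passed in each from camera with an estimated correlation, the highest adjusted p being 0.0152. Of 25 genes of the extracellular matrix and its proteases, 7 increased in 4L/PS-NA cerebella and 4 in cerebra (16 and 5 when adjusted over the list alone), 3 in PS-NA cerebella (5), and 3 increased and 1 decreased in PS-/- cerebra (6 and 1).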

Several extracellular matrix and proteolytic enzymes (Mmp12, Timps, procollagen integrin b2) and lysosomal proteases (cathepsins) involved in the proinflammatory response also had increased expression levels. The cell death genes, Pycard and Bcl2a1a, had elevated expression in cerebella and cerebra from all three models. 

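Pycard, an adaptor of the inflammasome, increased in cerebella of each model, with log2 fold changes of 1.09 (SE 0.19, adjusted p = 0.00484) in PS-/-, 1.18 (SE 0.15, adjusted p = 5.74e-05) in PS-NA and 1.2 (SE 0.25, adjusted p = 0.00861) in 4L/PS-NA mice, the last with the divergent array included. In cerebra it was 0.13 (SE 0.19, adjusted p = 0.838) in PS-/-, 0.37 (SE 0.15, adjusted p = 0.531) in PS-NA and 0.95 (SE 0.25, adjusted p = 0.0744) in 4L/PS-NA mice. The call in PS-/- cerebella ended with the mean of the gene's probe sets, and no difference between the regions was among those that passed. Bcl2a1a was not analysed here.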

Pycard and Bcl2a1a are apoptotic protease activator and anti apoptosis molecules, respectively [18]. Casp3 was up-regulated in the cerebellum from PS-NA mice, but not that from PS-/- mice (Additional file 1 and Fig. 7), suggesting tissue and age-dependent activation patterns. In addition, some of the genes involved postsynaptic activity (synaptotagmin and dynamin) and proteasome subunit proteins (Psm) and Ubiquitin associated enzymes (Usp and Uchl)) were significantly up-regulated in the PS-NA, 4L/PS-NA and PS-/- models (Additional file 1), implicating altered synaptic activity and ubiquitin proteasome metabolism in prosaposin deficient mice secondary to GSL accumulation in brain.

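Dnm1, the main dynamin of synapses, had a log2 fold change of 0.36 (SE 0.10, adjusted p = 0.0532) in PS-/- cerebra and 0.30 (SE 0.09, adjusted p = 0.255) in PS-NA cerebra. Syt11, a synaptotagmin, was -0.25 (SE 0.09, adjusted p = 0.24) in PS-/- cerebella and -0.34 (SE 0.13, adjusted p = 0.303) in 4L/PS-NA cerebra. Psmc4, an ATPase of the proteasome, increased in PS-/- mice by 0.64 (SE 0.13, adjusted p = 0.0174) in cerebella and 0.55 (SE 0.13, adjusted p = 0.0242) in cerebra. Uchl1, a ubiquitin hydrolase of neurons, increased in 4L/PS-NA cerebella by 0.72 (SE 0.15, adjusted p = 0.0113), and Usp15 decreased there, at -0.88 (SE 0.21, adjusted p = 0.0213), both with the divergent array included. Usp18, which interferon induces, increased in 4L/PS-NA cerebra by 1.86 (SE 0.25, adjusted p = 0.000427). Of 31 proteasome subunits, 1 increased in each region of PS-/- mice and 0 passed in PS-NA or 4L/PS-NA mice in limma (2 and 3 in PS-/- mice, 0 in the others, when adjusted over the list alone). Their median was 0.15 in PS-/- cerebella (adjusted p = 1.26e-06 from camera, adjusted p = 0.124 with an estimated correlation) and 0.07 in PS-NA cerebella; in 4L/PS-NA cerebella it was 0.06 while the list's mean and test pointed down. Of 38 ubiquitin proteases, 1 increased and 1 decreased in 4L/PS-NA cerebella, 1 increased in 4L/PS-NA cerebra and 0 passed elsewhere (2 and 2, 1, and 0 when adjusted over the list alone). The median of 30 synaptic vesicle genes was -0.07 in PS-/- and -0.06 in PS-NA cerebella, and 0.16 and 0.10 where the arrays were centred on the median.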

**Figure 7:**
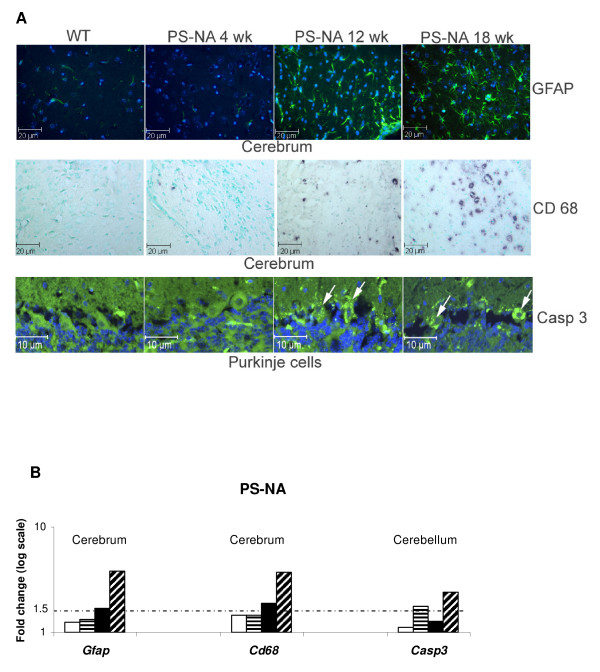
**Immunohistochemical verification of selected genes**. (A) Consistent with microarray (chip) results, GFAP (green fluorescence) showed signal enhancement in astrocytes of cerebrum in 12 and 18 wk PS-NA mice. CD68 (black) microglia/macrophage stains showed sparse positive cells in cerebrum of WT and 4 wk PS-NA mice. CD68 signal increases were evident in 12 and 18 wks PS-NA mice. Caspase 3 (Casp3, green fluorescence) signals stained Purkinje cells (arrows) in PS-NA 12 wk and older mice. DAPI (blue fluorescence) stains nuclei. (B) Microarray (chip) results of expression changes for GFAP, CD68 and Caspase 3. The dotted line represents 1.5 fold. Time points for PS-NA and 4L/PS-NA are 0 day (white columns), 4 wk (line columns), 12 wk (black columns) and 18 wk (hatched columns); for PS-/- are 0 (white columns), 10 (line columns), 20 (black columns) and 25 (hatched columns) days.

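On the arrays, Gfap in PS-/- cerebella had a log2 fold change of 0.56 (SE 0.33, adjusted p = 0.481) at 20 days and 2.41 (adjusted p = 0.00038) at 25 days, and in PS-/- cerebra 0.96 (adjusted p = 0.173) and 2.69 (adjusted p = 5.11e-05). In PS-NA cerebella it was 0.69 (SE 0.32, adjusted p = 0.323) at 4 wks, 0.99 (adjusted p = 0.232) at 12 wks and 3.14 (adjusted p = 1.48e-06) at 18 wks. 4L/PS-NA cerebella had 0.84 (SE 0.34, adjusted p = 0.219) at 4 wks, with the divergent array included, 2.08 (adjusted p = 0.00317) at 12 wks and 2.89 (adjusted p = 0.000147) at 18 wks. Cd68 in PS-/- cerebella was 2.06 (SE 0.32, adjusted p = 0.00221) at 20 days and 3.68 (adjusted p = 3.08e-07) at 25 days, and in PS-/- cerebra 2.09 (adjusted p = 0.00473) and 3.20 (adjusted p = 5.45e-06). Its value at 18 wks in 4L/PS-NA cerebella was 4.46 (SE 0.28, adjusted p = 1.42e-07) and in 4L/PS-NA cerebra 2.64 (adjusted p = 0.000111). The calls of Gfap in 4L/PS-NA cerebella at 12 wks and of Cd68 in PS-/- mice at 20 days each ended in 1 fit without 1 pool. Caspase 3 was not analysed here.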

### Validation of microarray data

To validate the expression changes identified in the array analyses, selected genes were examined in more detail by qRT-PCR. The alterations of gene expression for CEBPD, Atf3, Creg2, Clasp2, Grid 2 and Bcl2a1a directly corresponded with the specific microarray data, e.g. increases of mRNA for CEBPD, Atf3 and Bcl2a1a, and decreases for Greg2 mRNA were found in the adult samples (Fig. 8). By immunofluorescence analyses, GFAP signals in 4 wk PS-NA brain was at WT levels. In comparison, the GFAP signals in astrocytes of 12 and 18 wk PS-NA mice were greater. In addition, GFAP-positive astrocytes in PS-NA mice were increased in number and were ramified across brain regions compared to control samples (Fig. 7A). Such astrogliosis is a hallmark of many neurodegenerative diseases. A few CD68 (macrophage marker) positive cells were present in 4 wk PS-NA brain. In 12 and 18 wk PS-NA mice, CD68 stained microglia/macrophages in all regions of the brain, but with increased intensities. Some of these CD68-positive cells had increased size. Caspase 3 showed elevated expression in Purkinje cells of the cerebellum in 12 and 18 wk brains. GFAP and CD68-positive staining were also observed (in a similar distribution) in PS-/- and 4L/PS-NA mice (data not shown). These results were consistent with the microarray analyses (Fig. 7B) and demonstrated that astrocytes and microglia were activated in these models and involved in the proinflammatory response in an age-dependent manner.

**Figure 8:**
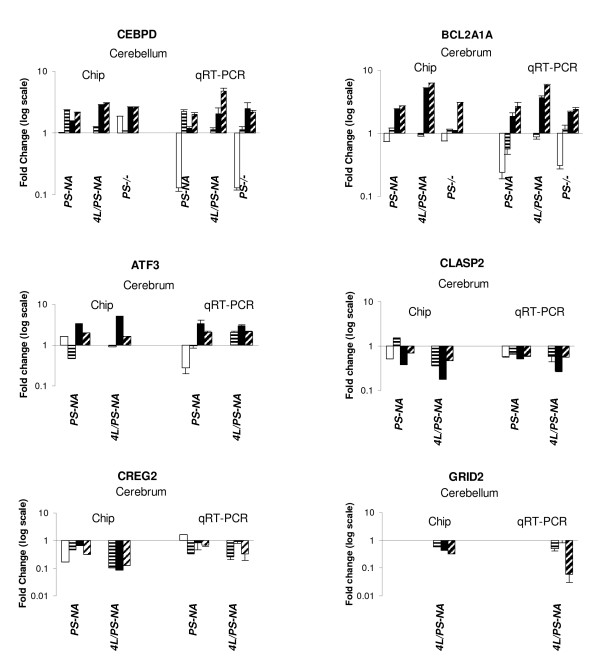
**Quantitative RT-PCR verification of selected gene expression levels**. The gene expression changes were normalized to actin signals and presented as the fold changes for each gene relative to age-matched WT samples. For each bar graph, the left is the microarray (chip) results and the right is qRT-PCR results (n = 3). The changes in expression levels from both analyses trended similarly. (Time points for graph are labeled as in Figure 7).

### CEBPD associated pathway

The differentially expressed genes in the three models were subjected to network-based analyses to explore CEBPD gene interactions. About 152 genes were classified into a CEBPD- associated common pathway from all differentially expressed genes in three models. CEBPD had direct interactions with GFAP, MBP, IGFBP5, ATF4, HMOX1, CEBPA, CEBPB and FOS. Those genes in turn connected with those in multiple functional groups: transcription (ATF3 and NFIA), proinflammation (CCL3, TLR2 and CSF1), cell death (CASP3 and BCL2L), binding (CALB1 and PCP2), myelin (MBP, PLP1 and MOG) and transport (KCCN2) (Fig. 9A). 

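Hmox1, which breaks down heme under oxidative stress, increased in PS-/- mice, with log2 fold changes of 1.08 (SE 0.24, adjusted p = 0.0335) in cerebella and 1.23 (SE 0.24, adjusted p = 0.00698) in cerebra, and in 4L/PS-NA cerebella, with 1.15 (SE 0.30, adjusted p = 0.0394). The calls in PS-/- and 4L/PS-NA cerebella ended in 12 of 16 and 9 of 12 fits without 1 pool, that in PS-/- cerebella in 3 settings besides, and the latter in 4, among them that without the divergent array. Cebpa, a relative of Cebpd that drives myeloid cells, increased in PS-NA cerebella by 0.69 (SE 0.16, adjusted p = 0.0381), a call that ended in 11 of 16 such fits, without an intensity trend and in the ANOVA. Igfbp5, which binds insulin-like growth factors, was 0.44 (SE 0.12, adjusted p = 0.067) in PS-/- cerebra and 0.42 (SE 0.12, adjusted p = 0.11) in 4L/PS-NA cerebra. Its probe set listed in Additional file 1 decreased in 4L/PS-NA cerebella, at -1.24 (adjusted p = 0.0233), a call that ended in 6 of 12 such fits and 2 settings. Atf4, a factor of the stress response, was 0.30 (SE 0.13, adjusted p = 0.343) in PS-/- cerebella. Fos, an immediate early gene, did not pass over all ages; at 12 wks it was 2.28 (SE 0.39, adjusted p = 0.00544) in PS-NA cerebella and 1.75 (SE 0.35, adjusted p = 0.0135) in 4L/PS-NA cerebella, calls that ended in 2 and 4 of 4 such fits. Of the 8 partners, 3, 2, 2, 0, 3 and 1 increased in the cerebella and cerebra of PS-/-, PS-NA and 4L/PS-NA mice, in that order. The paper's network rests on these samples, so the numbers when adjusted over the list alone, 5, 6, 5, 3, 5 and 4 increased and 1, 1, 0, 0, 1 and 0 decreased, are not independent evidence.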

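Ccl3, a chemokine of activated microglia, increased in cerebella of each model, with log2 fold changes of 1.82 (SE 0.39, adjusted p = 0.0268) in PS-/-, 1.98 (SE 0.36, adjusted p = 0.00354) in PS-NA and 2.49 (SE 0.44, adjusted p = 0.00258) in 4L/PS-NA mice, and in PS-/- cerebra with 1.94 (SE 0.39, adjusted p = 0.0085). The call in PS-/- cerebella ended in 8 of 16 fits without 1 pool and with WT mice of 20 days as the reference for 25 days, with a pseudocount of 1, in the ANOVA or under array weights. In PS-NA cerebra it was 0.80 (SE 0.36, adjusted p = 0.57) and in 4L/PS-NA cerebra 1.58 (SE 0.44, adjusted p = 0.1). Tlr2, a receptor for microbial and released host lipids, increased in 4L/PS-NA mice by 1.43 (SE 0.25, adjusted p = 0.0029) in cerebella, with the divergent array included, and 1.18 (SE 0.25, adjusted p = 0.0263) in cerebra, the second of which ended in 8 of 12 fits without 1 pool. Mog decreased in PS-/- cerebra, at -1.07 (SE 0.20, adjusted p = 0.00591), and was -0.59 (SE 0.20, adjusted p = 0.196) in PS-/- cerebella.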

The temporal expression pattern (Fig. 9B) in the cerebellum from each model showed that up-regulated genes in the CEBPD network increased and down-regulated genes were constant with time. 

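The 17 genes that the paper's text places in the CEBPD network, among them Gfap, Ccl3, Calb1 and Mog, went in different directions. In cerebella over all ages, 4 increased and 0 decreased in PS-/- mice, 3 and 0 in PS-NA mice, and 7 and 1 in 4L/PS-NA mice with the divergent array included. When adjusted over the list alone, which the paper chose from these samples and which is not independent evidence, the numbers were 7 and 1, 9 and 3, and 9 and 4. Their medians were 0.30, 0.46 and 0.65. Calb1 was the 1 gene that decreased in 4L/PS-NA cerebella, at -1.24 (SE 0.15, adjusted p = 9.25e-05), where in PS-NA cerebella it was -0.32 (SE 0.09, adjusted p = 0.162).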

The pathway does not reflect cellular specificity, but it provides a temporal view of dynamic changes for each functional group in the disease course.

**Figure 9:**
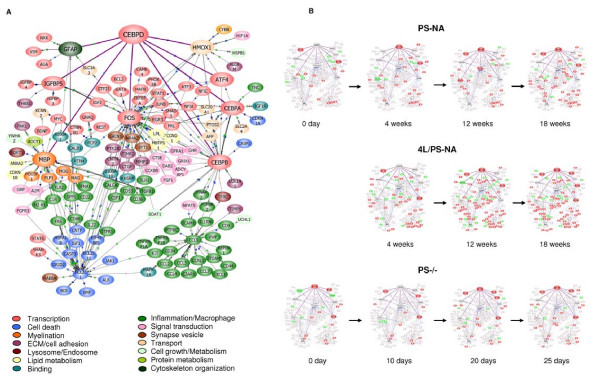
**The CEBPD network**. (A) The differentially expressed genes from three models were constructed into an interaction network associated with CEBPD as a master regulated gene in PathwayArchitect. 152 genes with a high confidence index of direct and indirect interactions with CEBPD were included in the pathway. Connecting lines between gene symbols indicate interactions, the purple thick solid lines indicate the direct interactions between CEBPD and 7 genes, and they are GFAP, MBP, IGFBP5, FOS, CEBPB, CEBPA, ATF4 and HMOX1. Each of those genes connects to multiple functional genes highlighted with different color. Different types of interactions are denoted by symbols on the lines. Links scheme: Green square indicates regulation; arrow, direction of regulation; blue square with black border, binding; blue square, expression; orange circle, protein modification; green diamond with blue border, metabolism; green circle, promoter binding; light green triangle, transport; + in gray circle, positive effect; and – in gray circle, negative effect. (B) Temporal profile of CEBPD network in cerebellum of three models. Red nodes show gene expression level increase. Green nodes show gene expression decrease. Grey nodes present no significant change.

## Discussion

Deficiency of prosaposin/saposins results in incomplete catabolism of GSLs and their age dependent accumulation in the brain [7,8]. To understand the molecular changes at the transcriptome level during the disease course of prosaposin deficiency, three mouse models were compared in this study by microarray analysis: 1) a complete deficiency [PS-/-], 2) a hypomorph [PS-NA], and 3) a hypomorph together with a GCase mutation [4L/PS-NA]. In these three chronic neurological disease models, significant numbers of genes were up- or down-regulated at birth prior to any behavioral, histological or significant GSL abnormalities. The differentially expressed genes included those involved in transcription and signal transduction that were early molecular responses to the insult from incomplete GSL degradation. With age, GSL (Table 1) accumulation became detectible and the surrounding astrocytes and microglial cells sensed the insult and promoted proinflammatory responses to maintain tissues homeostasis. The alterations of proinflammatory genes were common in all three models, which reflect the generalized distribution of microglial cells and astrocytes in the brain. Prolonged proinflammatory reactions also are present in other neurodegenerative diseases [19,20]; they can promote beneficial effects, i.e., repair, as well as detrimental or destructive effects in the brain. The loss of irreplaceable neurons in PS-NA and 4L/PS-NA mice started at ~12 wks. The negative TUNEL assays [7] indicated an alternative cell death pathway, e.g., necrosis or autophagy, in these mouse brains. Importantly, neurobehavioral impairments in PS-NA and 4L/PS-NA mice preceded detectible neuronal cell loss, suggesting that the functional impairments preceded the structural deficits, and that the accumulating (even subclinical) GSL had direct effects on overall cell regulation. The basis for the underlying neurological deficits might be attributed to synaptic dysfunction as has been found in ataxia and Alzheimer's disease [21,22]. Alteration of synaptic and proteosome genes in the current models implicates GSL storage in the lysosome as affecting synaptic function and leading to dendritic retraction and neuronal death. As a potential link to this pathogenic mechanism, ubiquitin proteases that are linked to synaptic activity [22,23] were altered in these models. Differential expression of the ubiquitin protease genes was identified in PS-/-, PS-NA and 4L/PS-NA mouse brains and accumulation of ubiquitin was found in the brains of all three mouse models (Sun, et al., unpublished observation). Clarification is needed for the interaction between ubiquitin-dependent protein turnover, and the plastic and degenerative changes at synapses in brains with GSL accumulation.

Among the differentially expressed genes, CEBPD was the only transcription factor up-regulated in the cerebella and cerebra of all three mouse models. This unique commonality was not obscured by the potential diluting effect from the combined analyses of sub-regions of cerebrum or genetic background variation between 4L/PS-NA (FVB/C57BL/129) and PS-/-, PS-NA and WT (FVB). Network analysis indicated that CEBPD directly or indirectly connects to gene functional effector pathways. For example, CEBPD modulates GFAP and expression of numerous cytokines through FOS mediated proinflammatory pathways (Fig. 9). CEBPD also modulates MBP and FOS expression. MBP interacted with myelin-associated genes and both MBP and FOS connected into the cell death pathways. CEBPD has been previously implicated in peripheral immune challenge [24] and CEBPD is up-regulated after traumatic brain injury in rats and in brains from patients with Alzheimer's disease [25,26]. Lipopolysaccharide (LPS) and galactosylsphingosine are exogenous ligands that regulate CEBPD expression in visceral tissues and astrocytes [27-31]. In response to LPS treatment, CEBPD and NF-kB are recruited to the CNS [32]. Galactosylsphingosine, a cytotoxic metabolite of galactosyl ceramide found in Krabbe disease, induces expression of cytokine mediated nuclear translocation of CEBPD [28]. The present data suggest that accumulated GSLs in prosaposin deficient brains might be endogenous lipids that mediate CEBPD expression. Furthermore, CEBPD binds to cytokine promoters in macrophages and astrocytes [33,34]. The expression of CEBPD is mediated by Sp1, STAT3, c-Rel and c-Jun [35,36], whereas the downstream genes MBP and GFAP, as well as several inflammatory genes, are modulated by CEBPD in astrocytes [30,37].

CEBPD is widely expressed in the PNS and CNS. CEBPD in combination with CREB (cyclic AMP-responsive element-binding protein) participates in nerve growth factor gene transcription [38]. Curiously, the CEBPD knockout mice have no major phenotypes except enhanced contextual fear, whereas, CEBPA and CEBPB knockouts exhibit perinatal lethality or rapid deterioration within months after birth [39-41]. Such findings suggest that CEBPD is not essential in non-stressed physiological development, but may be important in response to pathological insults by playing a role in the modulation of proinflammatory responses and neuronal homeostasis in neurodegenerative diseases. CEBPD expression was up-regulated after 10 days in PS-/- mice and after 4 wks in PS-NA and 4L/PS-NA mice. The temporal change of this expression correlated directly with the biochemical and histological progression of the disease. Apparently, CEBPD plays a role in the CNS of prosaposin deficiency mice in promoting disease progression.

Atf3 has been suggested as an "adaptive response" gene by responding to extra- and intra-cellular changes induced by stress signals and signals for promoting cell proliferation [42]. Atf3 is induced by LPS and is a negative regulator of TLR 4 and Ccl4 released from macrophages [43,44]. Atf3 has been suggested as having a role in controlling gene expression programs required for axon regeneration [45]. The increase of Atf3 might be involved in an adaptive response to the disease in the present models. Nfia promotes gliogenesis in spinal cord [46] and directs the differentiation of cerebellar granular neurons [47]. Disruption of Nfia in mice leads to perinatal lethality, agenesis of the corpus callosum, and abnormal formation of midline glial structures [12,48]. Both Atf3 and Nfia were present in the CEBPD network, suggesting potential interactions effects between these transcription factors.

Gene expression profiles have been studied in several lysosomal diseases. By serial analysis of gene expression (SAGE), many up-regulated genes are attributed to the proinflammation pathways in the GM_2 _gangliosidoses, Tay-Sachs and Sandhoff disease patients' brains [49]. In the severe neuronopathic Gaucher disease type 2, with increased GC, the genes in brain associated with microglial cells and astrocytes are slightly elevated and the neuronal genes has small depressions [50]. Using a cDNA microarray, human Niemann-Pick C1 fibroblasts revealed oxidative stress, impairment of trafficking and regulation of calcium in response to abnormal cholesterol and GSL accumulation [51]. This is quite different from that obtained in our prosaposin deficient mice. The transcription profiles demonstrated that molecular changes involved proinflammation, trafficking, and loss of neuron cells. These results suggest a GSL and cellular specificity in response to the disease. Interestingly, several lysosomal enzymes showed up-regulation (β-glucuronidase, α-mannosidase and β-hexosaminidase A and B) in the present models, suggesting altered lysosomal function compensating for GSL storage.

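Gusb, which encodes β-glucuronidase, increased in cerebella of each model, with log2 fold changes of 0.67 (SE 0.14, adjusted p = 0.0278) in PS-/-, 0.74 (SE 0.12, adjusted p = 0.000621) in PS-NA and 1.34 (SE 0.15, adjusted p = 3.57e-05) in 4L/PS-NA mice, the last with the divergent array included. The first call ended in 8 of 16 fits without 1 pool and without an intensity trend. In cerebra Gusb was 0.44 (SE 0.14, adjusted p = 0.134), 0.47 (SE 0.12, adjusted p = 0.103) and 1.06 (SE 0.15, adjusted p = 0.00071). Man2b1, the α-mannosidase gene, was 0.33 (SE 0.12, adjusted p = 0.199) in PS-/- cerebella, 0.71 (SE 0.11, adjusted p = 0.000462) in PS-NA cerebella and 1.08 (SE 0.13, adjusted p = 0.000101) in 4L/PS-NA cerebella; both of these calls ended with the mean of its probe sets. Hexa, the α chain of β-hexosaminidase A, was 0.34 (SE 0.12, adjusted p = 0.216), 0.42 (SE 0.09, adjusted p = 0.028) and 0.90 (SE 0.13, adjusted p = 0.000445) in these cerebella; the second call ended in 11 of 16 fits without 1 pool and in 4 settings. The β chain was not analysed here. Of 43 lysosomal enzymes and membrane proteins, 4, 9, 8, 4, 14 and 9 increased in the cerebella and cerebra of PS-/-, PS-NA and 4L/PS-NA mice, in that order (14, 24, 13, 9, 23 and 15 when adjusted over the list alone). Their median lay between 0.17 and 0.34, with an adjusted p from camera with an estimated correlation of 0.009 in PS-/- cerebra, 0.0175 in PS-NA cerebella, 0.0236 in PS-NA cerebra, 0.0127 in 4L/PS-NA cerebella and 0.00609 in 4L/PS-NA cerebra; in PS-/- cerebella it was 0.0797.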

## Conclusion

The microarray analyses in this study begin to dissect the complex interactions that underlie GSL disease progression. Regionally-specific gene expression abnormalities preceded the histological and neuronal phenotype changes. The proinflammatory response of microglial cells and astrocytes likely propagated the disease and played an important role in neurodegeneration. CEBPD is apparently a candidate regulator participated in disease progression in prosaposin deficiency. These results provide insight into the molecular mechanism in the progression of GSL disease and therapeutic potential for the acquired CNS degenerative disorders that involve GSL.

## Methods

### Behavioral assessments

#### Narrow bridges

The mice were tested on square and round wood beams during the training and test phases. Square beams (1 m in length) with cross sectional areas of 25 mm^2^, 12 mm^2^, and 5 mm^2^, and round beams (1 m in length) with diameters of 28, 17, and 11 mm were used. Beams were placed horizontally 50 cm above the floor surface. Both ends of the beam were mounted to narrow supports. The starting point of the beam was illuminated with a 125 W floodlight and two Halogen lights. The end of the beam was attached to an enclosed 20 cm^2 ^dark box. For the training phase, the mice traversed the 12 mm^2 ^beam for 3 consecutive days, 4 trials per day. The first trial was a maximum of 2 min and each subsequent trial was a maximum of 1 min. A successful beam cross was recorded when an animal passed the second support closest to the goal box. Animals were considered to be trained when they crossed the 12 mm^2 ^beam in less than 20 sec. If a mouse failed to traverse the beam on the first day, on the second day the mouse was allowed to start the trials in the middle of the beam. Once the mouse successively traversed the beam, the start position was moved back to the original location. The test phase began on the fourth day and each mouse in turn received two consecutive trials (up to 60 sec/trial) on each of the square and round beams, progressing from widest to narrowest. Latency to traverse each beam and the number of times the hind feet slipped off the beam were recorded. A total of 10 PS-NA and 10 age matched WT mice were included in the test. The tests were started when mice were 6 wks old and repeated every two wks. Student's *t*-test was used to evaluate the data.

#### Locomotor activity

Individual mice (5 PS-NA and 5 WT) were placed in activity chambers for 120 min under standard fluorescent room lighting. The mutant and control mice were tested at the same time in identical chambers, locomotor activity was measured in a 41 × 41 × 30 cm Accuscan activity monitor equipped with 16 pairs of photodetector-LED beams along the x and y axes (Accuscan Electronics with VersaMax software, Columbus, OH). The apparatus was cleaned with 70% ethanol solution between animals. Horizontal activity was recorded in 5 min intervals. PS-NA and WT mice were tested in an alternating order in each test to minimize time of day effects. The test was initiated at 6 wks of age and repeated every three wks.

#### Gait Analysis

Fore- and hind-paws of mice were coated with non-toxic blue and red water-based paint, respectively, and allowed to walk through a 60 cm runway. Footprint patterns were recorded on white paper lining the runway. Stride length and fore- or hind-paw base width were measured.

### Histological Studies

Karnovsky's fixative was used for Electron Microscopy (EM) analyses. For Calbindin D28K staining, paraffin-embedded brain tissue was incubated with mouse anti-calbindin antibody (1/500) (Sigma, C9848). For CD68 and NeuN staining, the paraformaldehyde-fixed tissue sections were used with mouse anti-rat CD68 (Serotec, FA-11) or anti-NeuN antibodies (1/500) (Chemicon, MAB 377). Detection was performed using ABC Vectastain and Alkaline phosphatase kit II-Black (Vector Laboratory). The slides were counter stained with methylgreen (Vector Laboratory) and visualized by light microscopy. For GFAP and Caspase-3 staining, paraformaldehyde-fixed (4%) tissue sections were blocked in 20% goat serum (GS), and incubated in mouse anti-GFAP monoclonal antibody (Sigma, G3893) or rabbit anti-caspase-3 antibodies (Chemicon, AB3623) (1/50 diluted in PBS with 20% GS). FITC conjugated goat anti-mouse or anti-rabbit antibody (ICN/CAPPEL) (1/1000 in PBS) was applied to the sections. The sections were counterstained with Antifade with DAPI (Vector Laboratory). The signals were visualized with a fluorescent microscope equipped with an apotome.

### RNA preparation and Microarray hybridization

Cerebrum and cerebellum were collected from Prosaposin null (PS-/-) mice at 0, 10, 20 and 25 days, prosaposin hypomorphic (PS-NA) at 0, 4, 12 and 18 wks, V394L/V394L glucocerebrosidase mutation and PS-NA mice (4L/PS-NA) at 4, 12 and 18 wks, and WT mice at 0, 10, 20 days and 4, 12, and 18 wks. The strain background of PS-NA, PS-/- and WT was FVB. 4L/PS-NA mice were in mixed strains (50% FVB, 25% C57BL/6, 25% 129SvEvBrd). For each genotype six mice at each time point were used. Total RNA was extracted using TOTALLY RNA kit (Ambion Inc.). RNAs for microarray analysis were generated from six mice at each time point for each tissue, three of which were pooled to make two separate samples for each genotype, brain region, and age. A total of 68 pooled RNA samples (16 for PS-/-, 16 for PS-NA, 12 for 4L/PS-NA and 24 for WT) were submitted to the CCHRF Affymetrix Microarray Core for hybridization to Affymetrix GeneChip Mouse Genome 430 2.0 Array. Labeled cRNA synthesis, GeneChip hybridization, washing and staining followed standard Affymetrix protocols. The probe arrays were scanned by the Affymetrix GeneChip^® ^Scanner 3000. The intensity for each feature of the array was captured with GeneChip Operating Software (GCOS) v1.1.1, according to standard Affymetrix procedures.

### GeneChip quality assessment

Array data was assessed for quality using Affymetrix manual procedures based on scaling factor, 10–50; percent present, > 30%; and housekeeping gene yielding 3'/5' signal ratios, < 3. Global normalization for outliers or "bad chips" was conducted with each sample/chip. The normalized intensity values were subjected to hierarchical clustering to determine the relative similarity of tissues derived from different developmental stages and to identify the outlier(s) or bad chips. Genechips that passed these screenings were used for subsequent analyses to identify genes significantly regulated by prosaposin, time, and region.

### Microarray data

The unprocessed raw microarray data for this study is available at Gene Expression Omnibus database (GEO) at NCBI (accession number: GSE8307).

### Microarray data normalization and analysis

The data for each mouse model and corresponding WT controls, including those from cerebellum and cerebrum, and from 3 or 4 time points were loaded into Partek Genomics Suite 6.2 (Partek Inc., St. Louis, MO, USA) for analyses and normalization using the RMA (Robust Multiarray Average) algorithm [52]. Sample relationships were examined using principal components analysis to reveal any technical effects that would encumber the subsequent analysis. To identify expression changes between genotypes, a mixed-model ANOVA was performed and chosen to partition subject, tissue, age, and mouse genotype. The following linear mixed model (equation) was used to detect differential expression on a gene-by-gene basis:

Y_ijkm _= G_i_+T_j_+A_k_+GTA_ijk_+S_m_+ε_ijkm_

Where y_ijkm _is the expression of the gene for ith genotype, jth tissue, kth age and mth subject. The symbols G, T, A, GTA and S represent effects due to genotype (G), tissue (T), age (A), genotype-by-tissue-by-age interaction (GTA), and subject (S), respectively. The error for each gene for sample ijk is designated as ε_ijkm_. Genotype, tissue and age are fixed effects and subject is a random effect in the mixed model. For each comparison, a linear contrast was set up to obtain the relative fold changes between each mutant to WT control for each tissue at all time points. Six contrasts were added in the computation: PS-/- vs. Control, PS-NA vs. Control and 4L/PS-NA vs. Control in cerebellum and cerebrum, respectively. False Discovery Rate (FDR) was performed to further protect against false positives because of multiple testing [53]. FDR was set at 0.2 and fold change was set at 1.5. Using these criteria, significantly differentially expressed genes were identified in cerebellum and cerebrum for each model through the time course (Table 2). Those genes were sorted into those that were up- or down-regulated (fold change ≥ |± 1.5|) for each time point (Table 3).

### Functional classification

Significantly differentially expressed genes were subjected to an intensive search to identify biological functions. Functional classifications were performed using the Gene Ontology classification obtained through the NetAffx server [54], Gene Ontology database [55], and public information and/or literature references. The hypergeometric distribution was performed using R 2.6.0 [56] to detect the significant functional categories which were regarded significant with *p*-value < 0.05. Based on 1) high scoring homologies of the corresponding encoded proteins to known proteins using biochemical function and molecular process concepts represented in Gene Ontology and 2) the statistical significance of differentially regulated functional groups across two tissues in the three animal models; those differentially expressed genes were grouped into the following categories (Table 4): inflammation/macrophages, myelination, synaptic vesicle, cell death, lipid metabolism, extracellular matrix (ECM)/cell adhesion, cytoskeleton organization, endosome/lysosome, signal transduction, transcription, transport, cell growth/metabolism, binding (nucleotide binding, protein binding, lipid binding, etc.), catalytic activity and others. Some of the genes were grouped into more than one functional category. A complete gene list with temporal expression changes by functional grouping is in Additional file 1.

### Partitioned clustering of gene expression profiles

K means clustering was applied for partitioned clustering to subdivide functionally classified genes into groups based on similarities in expression profiles for each tissue throughout development. Similarities between expression profiles from different genes were determined using the coefficient of shape applied to log_2 _transformed mean expression values for each genotype at each time point. Gene expression profiles for the clusters were visualized using GeneSpring GX 7.3 (Agilent Technologies, Inc., Santa Clara, CA).

### Network construction

The significantly differentially expressed genes in the cerebellum and cerebrum of PS-/-, PS-NA and 4L/PS-NA were loaded into PathwayArchitect 2.0.1 (Stratagene, La Jolla, CA) and built into a CEBPD-associated interaction network. Some interactions were referenced from Ingenuity Pathways Analysis (Ingenuity Systems, Inc.). Each functional group was highlighted in a different color.

### Quantitative RT-PCR

Total RNA was extracted from tissues of three mice using TOTALLY RNA (Ambion Inc.). Those RNA samples used for Quantitative RT-PCR (qRT-PCR) were from the pooled RNAs subjected for Microarray analysis. Reverse transcription of 10 μg of total RNA for each tissue was carried out using High Capacity cDNA Archive Kit (Applied Biosystems) containing Random Hexamer primers. qRT-PCR was performed as previously described using β-actin as an internal control on ABI Prism 7000 Sequence Detection System [57]. Data were presented as means ± S.E. The primer sequences were as in Additional file 3.

## Abbreviations

CEBPD: CCAAT/enhancer-binding protein delta; CNS: central nervous system; MBP: myelin basic protein; GSL: glycosphingolipid; LacCer: lactosylceramide; GC: glucosylceramide; Calb1: calbindin 28K; Pcp2: Purkinje cell protein 2; Casp3: caspase 3; Nfia: nuclei factor Ia; EM: Electron Microscopy.

## Authors' contributions

YS participated in the study design, carried out coordination, data analyses and manuscript drafting. LJ performed the statistic analyses and manuscript drafting. MTW participated in the neurobehavioral data analyses and manuscript drafting. MZ performed the neurobehavioral tests, carried out the sample collection and RNA processing. HR performed the immunohistochemistry assay. BQ participated in the research design and sample collection. BJA participated in the research design and manuscript drafting. CVV participated in the neurobehavioral data analysis and manuscript drafting. DPW participated in the EM and histology studies, and their interpretations. GAG conceived of the study, and participated in its design, data analyses and the manuscript drafting. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Table s1. Functional classification of significantly expressed genes in prosaposin deficient mouse models. Click here for file

Additional file 2 Table s2. Number of up- and down-regulated genes with age in functional categories. Click here for file

Additional file 3 Table s3. A list of primer sequences used in qRT-PCR. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

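RNA from cerebrum and cerebellum was measured on 68 arrays, each hybridized with a pool of 3 mice, in 34 groups of 1 genotype, region and age with 2 pools per group. The intensities used are linear signals per probe set that the authors computed in GCOS, given as version 1.1 in the submitters' processing notes, and scaled on each array so that the mean without the highest and lowest 2% was 1500. The smallest signal in the table is 0.1. RMA, which the paper ran in Partek, starts from the intensities of single probes and could not be repeated from these signals. No scan date or batch was taken into account. With 2 pools per group, the number of arrays limits the precision, and the spread was shared across the groups of a fit.

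A value of 16 was added to each signal before the log2 scale, and quantile normalization was applied over the 68 arrays. The 64 control probe sets were left out of the tests, which covered 45037, with no filter on dim probe sets. The linear model of limma 3.58.1 (with statmod 1.5.0, in R 4.3.3) was fitted to a mean for each genotype, region and age, on 32 arrays for PS-/- and for PS-NA mice (16 residual degrees of freedom) and 24 arrays for 4L/PS-NA mice (12), each with the WT arrays of its ages. Its moderated test with an intensity trend was applied to the difference between mutant and WT at each age, to its mean over the ages and to the difference between regions. Values of p were adjusted by the Benjamini-Hochberg method within each comparison, and every adjusted p given for a gene comes from this test unless another is named. 4L/PS-NA and PS-NA mice were compared directly in 1 fit over all arrays. The paper's methods use a mixed-model ANOVA with subject as a random effect. The alternatives hold an unmoderated ANOVA and, as a separate setting, a random subject, but not that model itself.

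A probe set was called at the paper's thresholds where the adjusted p of the mean over ages was at most 0.2 and the change was at least 1.5-fold at 1 age or more, and separately at an adjusted p under 0.05. Numbers of genes at an age, after the paper's Table 3, are genes called at the paper's thresholds with at least 1.5-fold change at that age. Probe sets were named through the platform's annotation, with 34754 symbols updated through their gene ID. Of all probe sets, 34958 have 1 gene symbol, 932 have several and 9211 have none in the table used, and only those with 1 symbol were given a name. These measure 18193 genes. In gene tables and lists a gene is the one of its probe sets with the highest mean, and in numbers of called genes it is called where any of its probe sets is.

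Gene lists were written from general knowledge and from the paper, 36 in all with 640 entries, of which 586 were measured. Each list was tested with camera of limma against all other genes, with a preset correlation of 0.01 and with an estimated correlation, and list members were also adjusted over the list alone. Lists that hold genes the paper names come from these same samples and are not independent of them. Transcription factors were taken as 893 measured genes of named families. Genes named in the text follow a rule with 3 parts: every gene the paper names in its array results; for each model and region, the 10 genes with the largest log2 fold change among those with an adjusted p under 0.05 and the same direction at every age; and, for each list described, the 4 members with the smallest p in the comparison described. Values in the paper's supplementary tables had been seen when the rule was set. Where a gene falls outside the rule, the text says so.

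The fits were tested on simulated data, in which 67 or 66 of 45037 probe sets were changed by each of 3 folds. Of those changed 4-fold, 97% to 100% were found at an adjusted p under 0.05 across the 6 comparisons of a model and region. The share found was 67.2% to 97% for 2-fold and 10.6% to 54.5% for 1.5-fold changes, lowest in 4L/PS-NA mice, and 3 to 9 unchanged probe sets were called. With the paper's thresholds 26 to 56 unchanged probe sets were called. The shares found were not broken down by brightness, so they do not give the share that would be found among dim probe sets. The list test on simulated data gave a p under 0.05 for 0 to 4 of 36 unchanged lists in a comparison, and found a raised list in each. These simulations do not show how the list test behaves where genes of a list move together. In the data, the estimated correlation ended 61 of 195 list results besides the main ones.

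Correlations of fold changes between models were set beside 20 simulations of unchanged groups against the same WT arrays. The share of called genes near the targeted loci was computed within 10 Mb on either side and compared with 10000 random windows that hold as many genes. Other splits of the pools into groups of the same sizes were drawn 100 at a time, within each region and age. Each alternative changed 1 choice: no quantile step with arrays centred on the median; quantile normalization within each model; a pseudocount of 1 or 64; only the 29426 probe sets with a group mean above the median of all values, 8.41; WT mice of 20 days as the reference for PS-/- mice of 25 days; 1 fit over all arrays; the replicate number as a block; pools of the same genotype, age and number as a random subject across regions, with estimated correlations of 0.084, 0.209 and 0.064 in PS-/-, PS-NA and 4L/PS-NA mice; no intensity trend; each pool left out in turn, with the lone pool of its group assumed to vary like the other groups; an adjusted p under 0.05 with 1.5-fold at 1 age; 1.5-fold in the mean over ages; an unmoderated ANOVA; the mean of all probe sets of a gene; an estimated correlation in camera; and windows of 5 and 20 Mb. After the data were seen, 3 more were added: without the divergent array, with array weights, and 4L/PS-NA mice at 12 and 18 wks only.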

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

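The tests of other splits of the pools and of RNA quality, the settings without the divergent array, with array weights and without the mice of 4 wks, the division by model of the tests for Nfia, Clasp2, forebrain genes and the sex of the pools, the count of other probe sets of any brightness and the PS-/- part of the glucocorticoid test were chosen after the results had been seen; the other tests below were written before.

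Several pools stood apart in a test for a single outlying sample, in 7 of 64 groups and measures, where chance gives about 1 in 20; the groups were the pools of 1 genotype and region at 20 and 25 days (PS-/-) or at 4, 12 and 18 wks (the other genotypes), and younger pools were not among them. The divergent array had a correlation of 0.835 with the mean of the other 4L/PS-NA cerebella, against 0.957 to 0.966 for the other 5. The second PS-/- cerebellum pool of 20 days had a median signal of 271.4, against 341.1 to 351.1 in the others of 20 and 25 days (255.7 to 320.3 in younger pools), and a log2 ratio of the 3' to the 5' probe set of Gapdh of -0.18, against -0.31 to -0.29. Without it, 735 probe sets of PS-/- cerebella passed at the paper's thresholds (1797 with it) and 108 at an adjusted p under 0.05 (276). Eif2s3y, on the Y chromosome, was low in that pool as well, at 4.36 on the log2 scale against 9.11 to 9.83 in the same 3 pools (4.12 in 1 pool of 10 days), and in the first PS-NA pool of 4 wks in both regions, at 5.77 in cerebellum (9.11 to 9.85 in the others) and 4.32 in cerebrum (9.52 to 9.95). Xist, which is expressed from the inactive X chromosome, was low in the second WT cerebrum pool of 4 wks, at 8.67 against 11.36 to 12.89 in the other 5 of 4 to 18 wks, but younger WT cerebrum pools had values down to 6.98.

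Cerebellum and cerebrum differed by a test of the difference itself in limma. In PS-NA mice the difference in log2 fold change was 1.02 for C1qa, 1.2 for C1qc, 1.18 for Tyrobp, 1.53 for Ctxn3, 2.69 for Neurog1 and -1.38 for Ppp1r17. Those of 4L/PS-NA mice were 2.44 for Lpl and -1.13 for H2-K1, with the divergent array included. With the arrays centred on the median 0 were left in PS-NA mice (1853 at an unadjusted p under 0.05), without an intensity trend or in the ANOVA 1, and in 1 fit over all arrays 2, with C1qa; the call of H2-K1 ended with centring, without a trend and in the replicate block, where 5 were left in PS-NA mice, among them Ctxn3 and Ppp1r17. Without 1 pool the number of such probe sets, 9 in PS-NA mice, went from 0 (without PS-NA cerebellum at 0 days, replicate 1, and 6 other pools) to 18 (without WT cerebellum at 0 days, replicate 1), and that of 2 in 4L/PS-NA mice from 1 to 3514 (without the pair of the divergent array). Genes of PS-NA cerebella that the paper's text does not name and that increased over WT included Gm13306, by 3.98, Tmie, by 2.76, Pcdhb9, by 2.53, and Lyz1, by 2.20. Trem2, by 2.65, Cst7 and Fgf1, by 2.37 each, and Tlr1, by 1.99, were also among them. The call of Lyz1 ended in the ANOVA.

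4L/PS-NA mice had more called probe sets than PS-NA mice, 5091 against 861 in cerebella and 1661 against 268 in cerebra, and DNA of another strain, carried near the targeted gene or spread over a mixed background, is a candidate explanation beside RNA quality, glucosylceramide storage and the divergent array. Without that array 1256 probe sets still differed between the models in cerebella (2022 with it), and without the mice of 4 wks 1002, which argues against it as the whole source. The log2 ratio of the 3' to the 5' actin probe set reached 1.01 in 4L/PS-NA cerebella and 1.22 in their cerebra (0.60 and 0.73 in PS-NA mice, 0.59 and 0.86 in WT mice), and with this ratio as a covariate 494 and 370 probe sets differed between the models (2022 and 1178 without it), against at most 5491 and 344 in other splits of the pools with the same covariate (19 and 1 of 100 as large). Near the targeted acid β-glucosidase gene 5.8% of genes were called in cerebella and 1.9% in cerebra, within the 8.06% and 3.23% that 95% of random windows stay below, but 10.6% in cerebella in 1 fit over all arrays and 8.9% and 3.6% with dim probe sets removed, where windows were not drawn, and calls with no dependence on age were 72.8% against 51.7% in PS-NA cerebella and 76.7% against 76.8% in cerebra (all probe sets 87.9% against 85.4% and 94.1% against 86.6%), shares that the smaller fit of 4L/PS-NA mice can raise. Without the divergent array, 5.2% of genes near the targeted acid β-glucosidase gene were called in cerebra (1.9% with it). Strain, RNA quality and storage cannot be told apart here, since no mice with the 4L allele and normal prosaposin are among the groups, an early, lasting effect of storage would also show no dependence on age, and actin ratios above 0.86 occur in 4L/PS-NA pools only.

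Cebpd was higher in mutant brain, and a glucocorticoid response, which raises this gene, is a candidate explanation beside inflammation. Of the 5 comparisons in which Cebpd was called, the glucocorticoid list rose in 2 with a preset correlation, which argues against this response as the cause across the models. In PS-/- mice it stays open, since the list had medians of 0.26 in cerebella and 0.18 in cerebra, and the adjusted p with an estimated correlation was 0.0289 and 0.115. Inflammation was not tested as a cause, and stress hormone was not measured in these mice.

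Nfia, Creg2, Clasp2 and Kcnn2 were lower in PS-NA and 4L/PS-NA mice, and a change that 1 probe set alone sees, such as a sequence variant or another transcript end, is a candidate explanation. For Clasp2 the 2 other probe sets at least as bright as the listed one moved 1.37 times as far in PS-NA mice. In 4L/PS-NA mice they moved 0.66 times as far, with 0.29 for the brighter and 1.03 for the other. Each was called in both models, which argues against a change of 1 probe set alone as the whole explanation. The 2 dim ones did not follow. Their log2 fold changes over both models were 0.10 and 1.40, against -1.33 for the listed one. For Nfia the ratio was 0.18 in PS-NA mice, with 0 others called in limma, and 0.28 in 4L/PS-NA mice, both low enough for such a change by the bound set before. In 4L/PS-NA mice it stays open, since 3 other probe sets were called, 2 of them dim (means of 7.5 and 8.02). In PS-NA mice these 2 dim ones were at -1.43 and -0.73, 0.76 and 0.39 times as far as the listed one, without being called. A further one, nearly as bright as the listed one, moved 0.13 times as far, so it stays open there too. Creg2 (-1.69 in PS-NA and -2.75 in 4L/PS-NA mice) and Kcnn2 (-0.47 and -0.82) have a single probe set, so a change of the gene and of the probed sequence cannot be told apart.

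Neurod6 in cerebella may come from forebrain tissue in some dissections: 13 other forebrain genes had medians of 0.09 in PS-/- cerebella, within random lists (-0.12 to 0.17) and against it there, 0.22 in PS-NA cerebella, above random lists (-0.08 to 0.15), and 0.62 in 4L/PS-NA cerebella, above random lists (-0.19 to 0.27). Forebrain tissue thus stays open in 4L/PS-NA cerebella, although Neurod6 itself was not called there. Whether such tissue adds to the other calls of 4L/PS-NA cerebella was not tested. DNA of another strain near the targeted prosaposin gene could account for part of the calls in PS-/- mice. In cerebella 0% of the genes there were called (upper limit 3.05%), and 95% of random windows stay below 2.52%. In cerebra 2.5% were called (upper limit 7.19%), and 95% of random windows stay below 3.36%. These values leave the strain explanation open. An unequal sex of the pools stays open for the calls at birth: 0% of the 4 genes called then in limma in PS-/- mice and of the 51 in PS-NA mice were Xist or on the Y chromosome, but Xist, which varied between pools of 1 group, was -2.96 in PS-/- and -1.65 in PS-NA cerebella and did not pass (adjusted p = 0.777 and 0.827).

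In other splits of the pools within each region and age, chance was excluded for PS-/- cerebra, with 2698 probe sets at the paper's thresholds (highest other split 1806, 1 of 100 as large, the real one included) and 823 at an adjusted p under 0.05 (206, 1). It was excluded as well for PS-/- cerebella, with 1797 (3 of 100) and 276 (2), but another split called 5587 and 877. That split keeps the genotypes together at 1 of 4 ages, and what gives its larger counts was not tested. PS-NA cerebella had 861 (4 of 100) and 298 (3), with chance excluded, and highest other splits of 2773 and 460, which keep the genotypes together at 3 of 4 ages. For PS-NA cerebra chance was excluded at an adjusted p under 0.05, with 125 (highest other 84, 1 of 100), and not at the paper's thresholds, with 268 (1768, 6 of 100); that other split calls several times the real count but keeps the genotypes together at 3 of 4 ages, so that genotype or another structure of the samples can give it. Among 4L/PS-NA mice it was excluded for cerebella, with 5091 (3229, 1 of 100) and 1797 (560, 1) and the divergent array included, and for cerebra, with 1661 (361, 1) and 523 (87, 1). Against PS-NA mice it was excluded as well, with 2022 in cerebella (948, 1 of 100) and 1178 in cerebra (178, 1). For differences between regions the real counts were 9 in PS-NA mice (highest other split 99, 3 of 100 as large) and 2 in 4L/PS-NA mice (434, 7 of 100). Splits within a region and age also break up a genotype effect that is equal in both regions. They therefore cannot exclude chance for a difference between regions. The highest other splits for this difference called several times the real count. Whether they keep the genotypes together at some ages was not examined, so they do not separate genotype from another structure of the samples. In PS-/- mice the count was 0 in limma (3122 at an unadjusted p under 0.05), so that all 100 splits are as large by construction and chance was not tested; the highest other split called 436. Without 1 pool the counts at the paper's thresholds went from 715 (without PS-/- cerebellum at 0 days, replicate 2) to 2922 (WT cerebellum at 0 days, replicate 1) in PS-/- cerebella and down to 1478 in PS-/- cerebra (WT cerebrum at 10 days, replicate 2). They went from 433 (WT cerebellum at 4 wks, replicate 2) to 1778 (WT cerebellum at 0 days, replicate 2) in PS-NA cerebella and from 173 (WT cerebrum at 0 days, replicate 1) to 748 (PS-NA cerebrum at 12 wks, replicate 2) in PS-NA cerebra. In 4L/PS-NA cerebella they went from 3015 (4L/PS-NA at 18 wks, replicate 1) to 14759 (the pair of the divergent array), and in 4L/PS-NA cerebra from 821 to 3258 (4L/PS-NA at 12 wks, replicate 2, and 4 wks, replicate 1).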

How the results depend on the processing

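All alternatives but 3 were set in advance; the tests without the divergent array, with array weights and with 4L/PS-NA mice at 12 and 18 wks only were chosen after the results had been seen. Of 70 main results, 70 kept their direction and their side of the threshold, with counts within 1.5 times, under a pseudocount of 1, as did 66 of 66 with quantile normalization within each model and 8 of 8 with a window of 5 Mb. Under the other settings given in advance, 5 of 8 (window of 20 Mb) to 69 of 70 (pseudocount of 64) did so. No main result reversed. The cause of a change was not tested unless one is given. With 2 pools in each group the number of arrays limits the tests at single ages. Signal over background limits the folds of genes near the floor in 1 genotype, such as Mmp12 and Ccl3, which move with the pseudocount, and the dimmer probe sets of a gene, which need not follow the brightest one. The mean over probe sets gave no value for counts of probe sets, and the camera setting none outside lists.

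Without the quantile step, with the arrays centred on the median, 6361 probe sets of PS-/- cerebella passed at the paper's thresholds (1797 before) and 1493 at an adjusted p under 0.05 (276). PS-NA cerebella had 1507 at the paper's thresholds (861) and PS-NA cerebra 584 (268). Of the calls at the paper's thresholds, 82.2% were up in PS-/- cerebella (59.7% before), 76.2% in PS-NA cerebella (59.6%) and 84.1% in PS-NA cerebra (72.4%). Among those at an adjusted p under 0.05, the shares up were 92.8% (65.2%) in PS-/- cerebella and 86.1% (73.5%) in PS-NA cerebella. Centring left a median log2 fold change of 0.10 in PS-/- cerebella and 0.07 or less elsewhere. The number of probe sets that differ between regions was 0 in PS-NA mice (9) and 1 in 4L/PS-NA mice (2). Genes up in both regions of all models numbered 30 at the paper's thresholds (19) and 14 at an adjusted p under 0.05 (7), with 1 transcription factor (0). Cebpd in PS-NA cerebella passed, at 0.73 (0.60). The myelin list of PS-NA cerebra no longer passed, at 0.03 (-0.10), and the synaptic vesicle list reversed, to 0.16 (-0.07) in PS-/- and 0.10 (-0.06) in PS-NA cerebella. Near the targeted prosaposin gene 2.5% of genes were called in PS-/- cerebella (0) and 0.8% in PS-NA cerebella (0), and near the targeted acid β-glucosidase gene 2.9% in 4L/PS-NA cerebra (1.9%). The cause was not tested. Of 1742 other results 1632 stayed, 51 calls ended, 38 were gained, 17 counts rose and 2 fell by over 1.5 times, and 2 reversed.

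A pseudocount of 64 gave 9 probe sets that differ between regions in 4L/PS-NA mice (2), and the random subject 7; the cause was not tested. Of 1742 other results, 7 calls ended and 17 were gained with the former, 1 and 3 with the latter, 9 and 2 with a pseudocount of 1, and 0 and 3 with quantile normalization within each model. With dim probe sets removed, fewer tests were adjusted for. Cebpd in PS-NA cerebella passed, at 0.60 as before, 1 transcription factor was up throughout (0), and near the targeted prosaposin gene 1% of genes were called in PS-/- (0) and in PS-NA cerebella (0) and 5.2% in 4L/PS-NA cerebella (3.4%). Near the targeted acid β-glucosidase gene it was 8.9% in 4L/PS-NA cerebella (5.8%) and 3.6% in cerebra (1.9%). Of 1741 others, 7 calls ended and 26 were gained.

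With WT mice of 20 days as the reference for 25 days, PS-/- cerebella had 4.2 times as many genes up (2.47) and 2.56 times as many down (1.64) at the last age as at 10 days. Cebpd no longer passed, at 0.55 (0.78) in cerebella and 0.49 (0.59) in cerebra. PS-/- cerebra had 498 probe sets at an adjusted p under 0.05 (823) and 0.8% of genes called near the targeted prosaposin gene (2.5%), and 11 genes were up in all models (19). The cause was not tested. Of 615 others, 42 calls ended, 16 were gained and 1 count fell.

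In 1 fit over all 68 arrays, which shares the spread over the models, PS-NA cerebella had 511 probe sets at the paper's thresholds (861) and Cebpd passed there, at 0.60 as before. 4L/PS-NA cerebella had 3477 at an adjusted p under 0.05 (1797), a ratio of down-regulated genes of 0.59 (0.98) and a myelin list that no longer passed, at 0.21 as before. 4L/PS-NA cerebra had 2831 at the paper's thresholds (1661) and 1165 at an adjusted p under 0.05 (523). Probe sets that differ between regions numbered 2 in PS-NA (9) and 77 in 4L/PS-NA mice (2). Genes called near the targeted prosaposin gene were 0.8% in PS-/- and in PS-NA cerebella (0 in both), and near the targeted acid β-glucosidase gene 10.6% (5.8%) in 4L/PS-NA cerebella and 3.2% (1.9%) in cerebra. The cause was not tested. Of 1742 others, 26 calls ended, 50 were gained, 5 counts rose and 5 fell.

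Without an intensity trend, PS-/- cerebra had 453 probe sets at an adjusted p under 0.05 (823), PS-NA mice 1 that differs between regions (9), and 12 (19) and 3 (7) genes were up in all models at the 2 thresholds. Cebpd in 4L/PS-NA cerebra no longer passed, at 0.84, nor in the ANOVA, which also gave 1 probe set that differs between regions in PS-NA mice, 4 common genes at an adjusted p under 0.05, 0.8% of genes near the targeted prosaposin gene in PS-/- cerebella (0) and 3.2% near the targeted acid β-glucosidase gene in 4L/PS-NA cerebra (1.9%). The cause was not tested. Of other results, 87 calls of 1742 ended without the trend, and 66 of 1547 ended and 5 were gained in the ANOVA.

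A stricter adjusted p under 0.05 with 1.5-fold at 1 age keeps fewer by its construction: 276 (1797), 807 (2698), 292 (861), 123 (268), 1770 (5091) and 522 (1661) probe sets in the cerebella and cerebra of PS-/-, PS-NA and 4L/PS-NA mice, in that order, and 7 common genes (19); 50 of 50 other counts were lower. A 1.5-fold change in the mean, stricter as well, left 1033 and 1388 in PS-/- cerebella and cerebra, 563 in PS-NA cerebella and 9 common genes, and 12 of 50 other counts were lower.

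With the mean of all probe sets of a gene, Cebpd no longer passed in PS-/- cerebella, at 0.17 (0.78), PS-/- cerebra, at 0.28 (0.59), and 4L/PS-NA cerebra, at 0.74 (0.84), and the myelin list in 4L/PS-NA cerebella did not, at 0.14 (0.21). Values that reversed were Cebpd in PS-/- cerebella at 20 days, -0.50 (1.10), Mobp in 4L/PS-NA cerebella, -0.17 (0.67), Nfia in 4L/PS-NA mice at 12 wks, -1.70 (0.02) in cerebella and -1.37 (0.04) in cerebra, and the paper's transcription factors in PS-NA cerebra, whose median was 0.17 (0.32) with the direction of camera reversed. By construction, probe sets that move otherwise than the brightest one enter here. Of 1468 others, 70 calls ended and 38 were gained. The estimated correlation in camera ended the calls of the lysosomal list in PS-/- cerebella (0.18), the microglial list in PS-NA cerebra (0.43) and the myelin list in PS-NA cerebra (-0.10), 4L/PS-NA cerebella (0.21) and 4L/PS-NA cerebra (-0.10), medians it leaves as they are, and 61 of 195 others, since it allows for genes of a list moving together. A window of 20 Mb held called genes near the targeted prosaposin gene of 0.3% in PS-/- cerebella, 1% in PS-NA cerebella and 0.3% in PS-NA cerebra, with 0 in each at 10 Mb, since it takes in more genes.

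The replicate block gave 151 probe sets at an adjusted p under 0.05 in PS-/- cerebella (276), 5 that differ between regions in PS-NA mice (9) and 1 in 4L/PS-NA mice (2), 4 common genes at an adjusted p under 0.05 (7) and 1% of genes near the targeted acid β-glucosidase gene in 4L/PS-NA cerebra (1.9%). Cebpd in PS-/- cerebra was 0.59 as before and did not pass. By the paper's thresholds the block gave 1587, 2565, 1019, 324, 5175 and 1513 probe sets, in the order above, and of 1742 others 58 calls ended and 15 were gained. Whether the numbers pair the samples is not settled. In PS-NA mice of 4 wks Eif2s3y went together in cerebellum and cerebrum, at 5.77 and 4.32 in the first pools and 9.72 and 9.95 in the second. It also went together in PS-/- mice of 10 days, at 4.12 and 4.63 in the first and 9.3 and 10.2 in the second. In PS-/- mice of 20 days Eif2s3y went apart, at 9.83 and 6.96 in the first and 4.36 and 9.9 in the second. Eif2s3y and Xist went together in WT mice of 4 wks and apart in WT mice of 20 days. Xist also went together in WT mice of 10 days. Pools of the same mice in both regions are allowed for only by the random subject. Deviations of same-numbered mutant and WT pools from their group means had correlations of -0.153 to 0.17 over 22 pairs of groups, with a median of 0.021, and those of the regions of a genotype and age -0.107 to 0.244 over 17, with a median of 0.043.

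Of the settings chosen after the data were seen, that without the divergent array gave 3563 (1661) and 1213 (523) probe sets in 4L/PS-NA cerebra at the 2 thresholds, 36 that differ between regions (2), 1256 that differ from PS-NA cerebella (2022) and 5.2% of genes near the targeted acid β-glucosidase gene in cerebra (1.9%). Of 1742 others, 1 call ended, 34 were gained and 7 counts rose. Array weights were the same for both pools of each group, 0.15 for the divergent array and its pair, so they do not single out that array. These weights gave 1148 (1797) in PS-/- cerebella at the paper's thresholds, 3225 (5091) and 911 (1797) in 4L/PS-NA cerebella and 2588 (1661) and 875 (523) in 4L/PS-NA cerebra at the 2 thresholds. They left a ratio of down-regulated genes of 0.51 in 4L/PS-NA cerebella (0.98), 920 probe sets that differ from PS-NA cerebella (2022), 1.7% near the targeted prosaposin gene in 4L/PS-NA cerebella (3.4%) and 3.5% near the targeted acid β-glucosidase gene in 4L/PS-NA cerebra (1.9%). Of 1547 others, 20 calls ended, 56 were gained, 5 counts rose and 11 fell. Without the mice of 4 wks, 4L/PS-NA cerebra had 881 (1661) and 316 (523) probe sets, the differences from PS-NA mice were 1002 (2022) in cerebella and 368 (1178) in cerebra, the myelin list of cerebra was at -0.13 (-0.10) and did not pass, and the synaptic vesicle list of cerebra reversed, to -0.08 (0.08). Of 401 others, 22 calls ended, 7 were gained and 3 counts fell. Fewer pools enter; beyond that the cause was not tested.

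Leaving out 1 pool at a time kept 948 of 1132 values of the main results; 17 calls ended, 3 were gained, 24 counts rose and 140 fell. Of 13356 other values 817 calls ended and 119 were gained. Each range names the pools left out at its ends. In PS-/- cerebella the paper's thresholds gave 715 (mutant 0 days, replicate 2) to 2922 (WT 0 days, 1), an adjusted p under 0.05 gave 96 to 446 (same pools), and the ratio of the last to the second age was 1.3 (WT 10 days, 1) to 3.34 (WT 4 wks, 1) for genes up and 0.92 (WT 10 days, 1) to 2.16 (mutant 25 days, 2) for genes down. PS-/- cerebra had 1478 (WT 10 days, 2) to 3264 (mutant 20 days, 1) and 398 (mutant 20 days, 2) to 1159 (WT 10 days, 1), ratios of 1.88 (WT 10 days, 1) to 4.6 (WT 4 wks, 1) and 0.94 (WT 10 days, 1) to 2.49 (mutant 25 days, 1), and Cebpd at 0.53 (mutant 10 days, 1) to 0.65 (mutant 10 days, 2); regions differed at 0 to 1 (WT cerebellum 0 days, 1). PS-NA cerebella had 433 (WT 4 wks, 2) to 1778 (WT 0 days, 2) and 198 to 460 (same pools), a ratio up of 0.87 (WT 4 wks, 1) to 1.51 (WT 18 wks, 1), Cebpd at 0.49 to 0.72 (mutant 12 wks, 1 and 2) and the myelin list at 0.03 (WT 0 days, 1) to 0.11 (mutant 0 days, 1). PS-NA cerebra had 173 (WT 0 days, 1) to 748 (mutant 12 wks, 2), ratios of 0.66 (mutant 12 wks, 2) to 1.29 (mutant 18 wks, 2) and 0.62 (mutant 12 wks, 2) to 1.21 (WT 18 wks, 1), and the myelin list at -0.15 (mutant 18 wks, 1) to -0.07 (WT 12 wks, 2); regions differed at 0 (PS-NA cerebellum 0 days, 1, among others) to 18 (WT cerebellum 0 days, 1).

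4L/PS-NA cerebella had 3015 (mutant 18 wks, 1) to 14759 (mutant 4 wks, 1, which leaves the divergent array alone) and 937 to 8858 (same pools), ratios of 0.56 (mutant 4 wks, 1) to 1.44 (the divergent array) and 0.27 (mutant 4 wks, 1) to 1.35 (mutant 18 wks, 2), and the myelin list at 0.08 to 0.31 (WT 4 wks, 2 and 1); regions differed at 1 (mutant cerebellum 12 wks, 2, among others) to 3514 (mutant cerebellum 4 wks, 1). 4L/PS-NA cerebra had 821 (mutant 12 wks, 2) to 3258 (mutant 4 wks, 1) and 289 to 1201 (same pools), a ratio down of 0.29 (mutant 4 wks, 1) to 1.02 (mutant 18 wks, 2) and Cebpd at 0.77 to 0.90 (mutant 12 wks, 2 and 1). Against PS-NA mice there were 1071 (PS-NA 12 wks, 1) to 7757 (4L/PS-NA 4 wks, 1) in cerebella and 421 (4L/PS-NA 12 wks, 2) to 2184 (4L/PS-NA 4 wks, 1) in cerebra. Genes up in all models numbered 11 to 23 and 1 to 11 at the 2 thresholds (WT cerebrum 0 days, 1, and WT cerebellum 0 days, 2), and transcription factors 0 to 1 (PS-/- cerebrum 25 days, 1, among others). Fewer pools enter; the cause was not tested further.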

Differences from the paper's values

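The tests without the divergent array, with array weights and with 4L/PS-NA mice at 12 and 18 wks only were chosen after the values had been seen; the other alternatives were set before the data were examined. Of the paper's values, 5 of 6 numbers of probe sets and 5 of 6 numbers of genes in Table 2 differ by more than 1.5 times, as do 16 of 22 numbers of up-regulated and 17 of 22 of down-regulated genes in Table 3. So do 14 of 392 fold changes that Additional file 1 gives for named genes. Where a setting is named as coming within 1.5 times of the paper's value, the others set before the data were examined did not; a fold change no further from the paper's than its error counted as within too, marked as by its error. The paper's thresholds apply to the counts unless another is named, and single genes are said to pass at an adjusted p under 0.05. The paper's signals were summarized by RMA and those used here in GCOS.

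For probe sets the paper's Table 2 gives 460 in PS-/- cerebella, where 1797 were called here, and 468 in PS-/- cerebra, where 2698 were, and no alternative came within. In PS-NA cerebra the paper's number is 462 and that found here 268; centring on the median, the removal of dim probe sets and the replicate block came within, and so did array weights, with 398, chosen after the values were seen, which drop 0 of the 65 genes of the paper's list that were called here. For 4L/PS-NA mice the paper's numbers are 1983 in cerebella and 635 in cerebra and those found here 5091, with the divergent array, and 1661; an adjusted p under 0.05 with 1.5-fold at 1 age came within for both. Fits of 4L/PS-NA cerebra without replicate 2 of 4 wks (926) or of 12 wks (821) came within as well, and so did the setting without the mice of 4 wks, with 881, chosen after the values were seen; the paper's list for this region was not used here, so the genes dropped from it were not counted. As genes, the paper's numbers are 349 and 367 in PS-/- cerebella and cerebra, against 1355 and 2024 here, with no alternative within. The paper's 366 in PS-NA cerebra stands against 196 here, with centring on the median, the replicate block and array weights (300, chosen after the values were seen, 0 genes dropped) within. For 4L/PS-NA mice the paper's 1512 and 493 stand against 3645 and 1246, with an adjusted p under 0.05 and 1.5-fold at 1 age within. The fits of cerebella without 4L/PS-NA at 18 wks, replicate 1 (2240), or WT at 12 wks, replicate 1 (2245), came within, as did those of cerebra without replicate 2 of 4L/PS-NA at 4 wks (679) or 12 wks (591), and the setting without the mice of 4 wks (672, chosen after the values were seen).

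Up-regulated genes by age in the paper's Table 3 number 151, 97, 212 and 213 in PS-/- cerebella at 0, 10, 20 and 25 days, against 362, 246, 630 and 608 here. No change of method came within, but fits without PS-/- at 0 days, replicate 2, or at 20 days, replicate 2, did for each, and for the first so did those without PS-/- at 10 days, replicate 2, or at 25 days, replicate 1, or replicate 2 of WT at 10 days, 20 days or 4 wks. Without that last pool the number at 10 days was within too, at 143. For PS-/- cerebra the paper's 134, 70, 250 and 288 stand against 462, 272, 910 and 1082, where an adjusted p under 0.05 came within for the first and no alternative for the others. PS-NA cerebra have 212 at 12 wks and 232 at 18 wks in the paper and 88 and 102 here, with centring on the median and the fit without PS-NA at 12 wks, replicate 2 (199 and 185) within. For 4L/PS-NA cerebella the paper's 436, 868 and 831 stand against 1344, 1591 and 1490, the first with the divergent array, and for cerebra its 216, 347 and 341 against 472, 598 and 592; an adjusted p under 0.05 came within for each. In cerebella at 12 and 18 wks array weights came within, with 971 and 909, chosen after the values were seen, and they drop 38 of the 211 genes called here of the paper's list, as far as its sheet was read. So did the fits without 4L/PS-NA at 12 wks, replicate 2, or 18 wks, replicate 1, WT at 4 wks, replicate 2, at 12 wks, replicate 1, or at 18 wks, replicate 1, for both ages; without WT at 18 wks, replicate 2, for 12 wks; and without 4L/PS-NA at 12 wks, replicate 1, for 18 wks. In cerebra the setting without the mice of 4 wks came within at 12 and 18 wks, with 446 and 451, chosen after the values were seen, with the genes dropped not counted. The fits without 4L/PS-NA cerebrum at 4 or 12 wks, replicate 2, or 18 wks, replicate 1, came within at all 3 ages. At 12 and 18 wks so did those without either WT pool of 4 wks, WT at 12 wks, replicate 1, or either WT pool of 18 wks, and at 18 wks that without WT at 12 wks, replicate 2.

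Down-regulated genes number 58, 43, 83 and 83 in PS-/- cerebella in the paper, against 203, 189, 329 and 310 here. An adjusted p under 0.05 came within for the second and the third of these, the fits without PS-/- at 20 days, replicate 2 (76), or WT at 4 wks, replicate 2 (83), for the first, and no alternative for the last. The paper's 22, 52, 66 and 64 in PS-/- cerebra stand against 252, 260, 549 and 506, with an adjusted p under 0.05 within for the second. In PS-NA cerebra the paper's 61 at 0 days and 59 at 4 wks stand against 32 and 33, with the replicate block within for both. Array weights also came within, with 46 and 56, chosen after the values were seen and with 0 genes dropped. The number at 0 days was within without PS-NA at 0 days (42) or 12 wks (67), replicate 2, and that at 4 wks without PS-NA at 4 wks, replicate 1, PS-NA at 18 wks, replicate 2, or WT at 0 days, replicate 2 (41 each). The paper's 22 at 18 wks stands against 34, with pseudocounts of 1 and 64, 1 fit over all arrays, an adjusted p under 0.05, 1.5-fold in the mean and the ANOVA within. So were 8 fits without 1 pool, those without PS-NA at 0 days, replicate 1 (23), 4 wks, replicate 2 (29), or 12 wks, replicate 1 (27), and without WT at 0 days, replicate 1 (26), 4 wks, replicate 1 (33) or 2 (27), 12 wks, replicate 1 (33), or 18 wks, replicate 2 (29). For 4L/PS-NA mice the paper's 270, 428 and 313 in cerebella stand against 839, 1105 and 825, the first with the divergent array, and its 88, 98 and 67 in cerebra against 392, 432 and 247, with an adjusted p under 0.05 within for each.

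Among fold changes, the paper's value for Calb1 in PS-NA cerebella at birth is 0.49 and that found here 1.17, with no alternative within. In PS-NA cerebra its values are 0.548 at birth (0.92 here, within with the mean of the probe sets), 2.199 at 12 wks (1.13, no alternative within) and 1.479 at 18 wks (0.927, within where the arrays were centred on the median or without PS-NA, replicate 1, or WT, replicate 2, of that age). For Ccl3 the paper gives 22.24 in 4L/PS-NA cerebella at 12 wks (14.4 here), 4.216 at 4 wks (2.13, with the divergent array) and 22.53 in PS-/- cerebella at 25 days (13.7). A pseudocount of 1 came within for all of these, and centring on the median, by its error, for the first. The first was also within without 4L/PS-NA at 12 wks, replicate 1 (18.9), or WT at 12 wks, replicate 2 (20.8), the second without 4L/PS-NA at 4 wks, replicate 1 (3.97), or, by its error, WT at 4 wks, replicate 2 (2.64), and the last without PS-/- at 25 days, replicate 2 (15.7), or WT at 4 wks, replicate 2 (17). Array weights, chosen after the values were seen, which drop 38 of 211 genes, left the second at 2.13 and brought it within only by a wider error. Csf1 in 4L/PS-NA cerebella at 4 wks has 0.948 in the paper and 1.71 here, within with the mean of the probe sets and without the divergent array (1.34). The setting that leaves this array out before scaling was chosen after the values were seen, gave 1.34 too and drops 7 of 211 genes called here of the paper's list.

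Mmp12 in PS-NA cerebella has 0.166 at birth in the paper (0.521 here) and 42.56 at 18 wks (25.1), with a pseudocount of 1 within for both, by its error for the first, the fit without WT at 0 days, replicate 2 (0.304), within by its error for the first and that without WT at 18 wks, replicate 1 (39.9), for the second. Psap has 0.0381 in PS-/- cerebella at birth in the paper (0.0232 here, within with a pseudocount of 64 or the mean of the probe sets), 0.0319 at 25 days (0.0191, within where the arrays were centred on the median, with WT mice of 20 days as the reference, with the mean of the probe sets or without PS-/- at 25 days, replicate 2) and 0.0598 in PS-/- cerebra at 20 days (0.0326, within with the mean of the probe sets). For Ugt8a in PS-/- cerebella at 25 days the paper has 1.227 and the value here is 0.511, with no alternative within. Across all readable folds of Additional file 1, the correlation of log2 folds at an age was 0.821 to 0.975 and 84.7% to 97.7% had the same direction. Of the 296 genes of the paper's list for PS-/- cerebra that have a probe set of their own, 278 were called here, and of 285 for PS-NA cerebra, 65 were.

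The paper orders the models by their number of genes with 4L/PS-NA first, PS-NA next and PS-/- last. Here 4L/PS-NA mice had 3645 genes in cerebella and 1246 in cerebra, PS-/- mice 1355 and 2024 and PS-NA mice 609 and 196. The order varied with the setting. As probe sets, 4L/PS-NA cerebra had more than PS-/- cerebra in 1 fit over all arrays (2831 against 2210), with a 1.5-fold change in the mean (1454 against 1388) and without the divergent array (3563 against 2700; chosen after the values were seen, genes dropped from the paper's list for this region not counted), and PS-/- cerebella had more than 4L/PS-NA cerebella where the arrays were centred on the median (6361 against 4606). PS-NA cerebella had more than PS-/- cerebella at an adjusted p under 0.05 (298 against 276), or where the latter were fitted without PS-/- at 0 days, replicate 2 (715), or at 20 days, replicate 2 (735), against 861. Without 1 pool PS-/- cerebra had as few as 1478 and 4L/PS-NA cerebra as many as 3258. It states that the regions of PS-/- mice had similar numbers, with a minor part shared; here cerebra had more, and the genes shared were 34.9% of those of cerebella, 23.4% of those of cerebra and 16.3% of both together. As probe sets, cerebra had 2698 and cerebella 1797; without WT cerebrum at 10 days, replicate 2, cerebra had 1478, and where the arrays were centred on the median cerebella had more, with 6361 against 2023 (1493 against 552 at an adjusted p under 0.05). The paper calls the numbers of down-regulated genes steady over time. In PS-/- mice they were 1.64 times as many at 25 days as at 10 days in cerebella and 1.95 times in cerebra. Without WT at 10 days, replicate 1, these ratios were 0.92 and 0.94, without replicate 1 or 2 of PS-/- cerebellum at 10 days 1.04 and 0.96, and without PS-/- cerebrum at 10 days, replicate 2, 1.25.

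The paper names Cebpd as the single transcription factor up-regulated in both regions of every model. At its thresholds 0 of 893 factors were in limma, with 3725 probe sets at an unadjusted p under 0.05 in PS-NA cerebra, where Cebpd missed the call. Cebpd was called in all 6 comparisons where the arrays were centred on the median or without replicate 1 or 2 of PS-NA cerebellum at 12 wks or WT cerebellum at 12 wks, replicate 2. The paper also dates the rise of Cebpd in PS-/- mice, to 10 days at the latest in its results and to later than 10 days in its discussion. At 10 days Cebpd was 0.05 in cerebella and 0.09 in cerebra here, against 1.33 (adjusted p = 0.0225) and 1.09 (adjusted p = 0.0375) at 25 days. Of transcription genes common to all models the paper names a few in each region. Of factors here, Cebpa, Cebpb and Cebpd were up-regulated and Rora and Zbtb20 down-regulated in all cerebella, with the divergent array included, and Stat3 was up-regulated in all cerebra; Man2b1, which the paper names for cerebra, increased in each of them.

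Atf3 is described as changed in both regions of PS-NA and 4L/PS-NA mice and not in PS-/- mice. It increased in 4L/PS-NA cerebella, at 1.94 (adjusted p = 0.0165) with the divergent array included, but was 0.79 (adjusted p = 0.433) in PS-NA cerebella, and at 1.00 (adjusted p = 0.187) it was called at the paper's thresholds in PS-/- cerebella. For Nfia the paper gives low levels in PS-NA and 4L/PS-NA mice; the probe set it lists decreased, and the brightest one did not, at -0.40 (adjusted p = 0.336) in PS-NA cerebella. With the mean of its probe sets Nfia passed in both, at -0.84 in PS-NA and -1.42 in 4L/PS-NA cerebella. Pcp2 is described as down-regulated by 12 wks. It was -0.31 (adjusted p = 0.951) in PS-NA and -1.19 (adjusted p = 0.748) in 4L/PS-NA cerebella, while Calb1 decreased in the latter, at -1.28 (adjusted p = 0.0158). Pycard is described as raised in both regions of all models; it was so in cerebella, and in cerebra it was 0.13 (adjusted p = 0.838) in PS-/- and 0.37 (adjusted p = 0.531) in PS-NA mice. Pycard in 4L/PS-NA cerebra was 0.95 (adjusted p = 0.0744), which is within the paper's thresholds. At an adjusted p under 0.05 it passed there with the arrays centred on the median, at 0.98, and in 1 fit over all arrays, at 0.95. It also passed there without the divergent array (7 of 211 genes of the paper's list for cerebella dropped) and with array weights (38 dropped), both chosen after the values were seen. In PS-/- cerebra at 25 days Pycard passed with dim probe sets removed, at 1.36, and with array weights. Neurod6 is named among genes common to all cerebella and was 0.19 (adjusted p = 0.873) in those of 4L/PS-NA mice.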

Other observations

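The list tests given here were chosen before the results had been seen, and the genes named follow the rule given with the processing.

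Interferon-stimulated genes increased in each model and region. Of 17 measured, 3 increased in PS-/- cerebella, 1 each in PS-/- cerebra, PS-NA cerebella and PS-NA cerebra, 13 in 4L/PS-NA cerebella and 12 in 4L/PS-NA cerebra. The numbers when adjusted over the list alone were 10, 3, 7, 6, 15 and 15. List medians were 0.58, 0.39, 0.47, 0.39, 1.03 and 1.08 in that order, and camera with an estimated correlation gave an adjusted p of at most 0.0141. The divergent array is included in the values of 4L/PS-NA cerebella. Cxcl10, a chemokine that interferon induces, increased in PS-/- cerebra by 1.54 (SE 0.34, adjusted p = 0.0174), a call that ended in 1 of 16 fits without 1 pool. Acpp, an acid phosphatase, increased there by 1.47 (SE 0.30, adjusted p = 0.00949), a call that ended with the mean of its probe sets.

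Microglial genes were set out in a pair of lists, those gained in disease and those held in health. Of 21 disease-associated microglial genes, 3, 8, 9, 2, 17 and 9 increased in the cerebella and cerebra of PS-/-, PS-NA and 4L/PS-NA mice, in that order, with 1 decreased in 4L/PS-NA cerebra (11, 9, 17, 4, 20 and 15 up and that 1 down when adjusted over the list alone). Their medians were 0.40, 0.26, 0.60, 0.28, 0.90 and 0.81, with an adjusted p of at most 0.0127 from camera with an estimated correlation. Of 9 homeostatic microglial genes, 2 increased in PS-NA cerebella (5 when adjusted over the list alone), with a median of 0.47 (adjusted p = 0.0152), and 3 in 4L/PS-NA cerebella (4), with a median of 0.36 (adjusted p = 0.0602 with an estimated correlation) and the divergent array included. In limma 0 of the 9 passed in PS-/- cerebella, PS-/- cerebra, PS-NA cerebra and 4L/PS-NA cerebra, where 5753, 5999, 3725 and 5085 probe sets had an unadjusted p under 0.05, and the medians were 0.15, -0.04, -0.01 and 0.01. The difference between these 2 lists was not tested.

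Genes of the response to interleukin 6 and STAT3 increased in 4L/PS-NA mice, 5 of 12 in cerebella, with the divergent array included, and 3 in cerebra (7 in each when adjusted over the list alone), with medians of 1.01 (adjusted p = 0.012 from camera with an estimated correlation) and 0.70 (adjusted p = 0.00545). Endothelial and pericyte genes had medians of 0.39 (adjusted p = 0.0163 with an estimated correlation) in 4L/PS-NA cerebella, with the divergent array and 4 of 11 increased, and 0.38 (adjusted p = 0.0144 with an estimated correlation) in 4L/PS-NA cerebra, with 0 increased in limma over all probe sets, 5085 of which had an unadjusted p under 0.05, and 6 when adjusted over the list alone. Of 8 genes of oligodendrocyte precursors, 4 decreased in PS-/- cerebra (median -0.18, adjusted p = 0.213 with an estimated correlation) and 3 increased in 4L/PS-NA cerebella (0.45, adjusted p = 0.189 with an estimated correlation). When adjusted over the list alone these were 1 up and 4 down, and 5 up. Of 19 genes of cholesterol synthesis, 2 increased in PS-/- cerebella, 1 in PS-/- cerebra and 3 in 4L/PS-NA cerebella (2 up, 4 up and 2 down, and 9 up when adjusted over the list alone), with medians of 0.16, 0.14 and 0.34 (adjusted p = 0.199, 0.189 and 0.111 with an estimated correlation). Of the 14 genes of the unfolded protein and integrated stress response, the 12 immediate early genes, the 11 of choroid plexus and the 9 of blood cells, 0 passed in limma in any model and region over all ages, where 3725 to 7812 probe sets had an unadjusted p under 0.05. When adjusted over the list alone, 1 stress gene passed in 4L/PS-NA cerebella, 4 immediate early genes in PS-NA cerebra, 1 choroid plexus gene in PS-/- cerebella and 5 in 4L/PS-NA cerebella, and 3 blood cell genes increased in PS-/- cerebella and 1 decreased in PS-/- cerebra.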
